# Differential Biological Effects of Dietary Lipids and Irradiation on the Aorta, Aortic Valve, and the Mitral Valve

**DOI:** 10.3389/fcvm.2022.839720

**Published:** 2022-02-28

**Authors:** Nathalie Donis, Zheshen Jiang, Céline D'Emal, Alexia Hulin, Margaux Debuisson, Raluca Dulgheru, Mai-Linh Nguyen, Adriana Postolache, François Lallemand, Philippe Coucke, Philippe Martinive, Marielle Herzog, Dorian Pamart, Jason Terrell, Joel Pincemail, Pierre Drion, Philippe Delvenne, Alain Nchimi, Patrizio Lancellotti, Cécile Oury

**Keywords:** cholesterol, palmitic acid, cardiovascular diseases, arteries, heart valves, dietary lipids

## Abstract

**Aims:**

Dietary cholesterol and palmitic acid are risk factors for cardiovascular diseases (CVDs) affecting the arteries and the heart valves. The ionizing radiation that is frequently used as an anticancer treatment promotes CVD. The specific pathophysiology of these distinct disease manifestations is poorly understood. We, therefore, studied the biological effects of these dietary lipids and their cardiac irradiation on the arteries and the heart valves in the rabbit models of CVD.

**Methods and Results:**

Cholesterol-enriched diet led to the thickening of the aortic wall and the aortic valve leaflets, immune cell infiltration in the aorta, mitral and aortic valves, as well as aortic valve calcification. Numerous cells expressing α-smooth muscle actin were detected in both the mitral and aortic valves. Lard-enriched diet induced massive aorta and aortic valve calcification, with no detectable immune cell infiltration. The addition of cardiac irradiation to the cholesterol diet yielded more calcification and more immune cell infiltrates in the atheroma and the aortic valve than cholesterol alone. RNA sequencing (RNAseq) analyses of aorta and heart valves revealed that a cholesterol-enriched diet mainly triggered inflammation-related biological processes in the aorta, aortic and mitral valves, which was further enhanced by cardiac irradiation. Lard-enriched diet rather affected calcification- and muscle-related processes in the aorta and aortic valve, respectively. Neutrophil count and systemic levels of platelet factor 4 and ent-8-iso-15(S)-PGF2α were identified as early biomarkers of cholesterol-induced tissue alterations, while cardiac irradiation resulted in elevated levels of circulating nucleosomes.

**Conclusion:**

Dietary cholesterol, palmitic acid, and cardiac irradiation combined with a cholesterol-rich diet led to the development of distinct vascular and valvular lesions and changes in the circulating biomarkers. Hence, our study highlights unprecedented specificities related to common risk factors that underlie CVD.

## Introduction

Heart diseases are a major health burden worldwide. Coronary artery disease (CAD) is the most prevalent heart disease characterized by the build-up of atherosclerotic plaques in the artery walls, which are responsible for myocardial infarction and stroke, the two leading causes of death (1). Atherosclerosis is a chronic, progressive process that remains asymptomatic for years, making it difficult to diagnose at the early stage. Consequently, atherosclerosis is most often diagnosed following an acute event. Among a population considered at low or intermediate risk of CAD, a study showed that almost 50% of patients had at least one stenotic vascular segment and more than 25% had multiple stenotic segments (2). Percutaneous coronary intervention with stent placement is recommended as the first therapy when available promptly. Afterward, chronic preventive pharmacotherapies are used to reduce the risk of future acute events. The prevalence of atherosclerotic diseases has kept increasing in the last decade, revealing the need to identify new early diagnostic tools, preventive measures, and therapeutic targets.

Valvular heart diseases (VHDs), including calcific aortic valve disease (CAVD) and degenerative mitral valve disease, are other prevalent heart diseases of the aging population (3). These cardiovascular diseases progress very slowly before the onset of the symptom. Hitherto, no pharmacotherapy exists to cure or effectively prevent VHD progression, and valve repair or replacement is the only treatment when a heart valve defect is diagnosed. Although valvular calcification and degeneration are considered active phenomena, the biological mechanisms underlying the VHD remain poorly understood.

While dyslipidemia (lifelong exposure to high cholesterol) is a well-established risk factor for atherosclerosis and CAVD (4–6), statins effectively reduce vascular atherosclerotic diseases (7, 8), but they showed no positive effect on severe CAVD (9, 10). Proprotein convertase subtilisin/kexin type 9 inhibitors are a more recent type of cholesterol-lowering drug with beneficial effects in atherosclerosis (11–13). *In vitro* data showed promising results with these inhibitors on CAVD (14). With regard to mitral valve disease, no studies have ever described a link between dyslipidemia and mitral valve degeneration.

Dietary habits and fatty acid intake are other, less-studied risk factors for heart diseases (15). Fatty acids have different impacts on cardiovascular risk, depending on their saturation degree and C-chain length. For instance, palmitic acid, a main fat component of lard, has been shown to have a deleterious effect on CAD (16). Particularly, our recent study in rabbits indicates that dietary palmitic acid can promote both arterial calcification and CAVD (17).

Beyond dietary fats, radiation therapy to the chest, as a critical component of the treatment regimen of Hodgkin lymphoma, the lung and breast cancer, can also increase the risk of death from cardiac-related causes (18–20). Radiation-induced heart disease (RIHD) is a heterogeneous disease associated with many cardiac manifestations, including CAD and left-sided heart valve diseases (21). The RIHD is a specific entity and the mechanisms underlying its pathogenesis are currently unclear.

This study aimed at evaluating and comparing the impact of the following: (1) two dietary fats, enriched with either cholesterol or lard, as a source of palmitic acid; (2) irradiation in combination with a cholesterol-rich diet, on the aorta and four heart valves. We also examined the interconnexion between circulating biomarkers related to inflammation, oxidative stress, platelet activation, and calcification.

## Materials and Methods

### Ethics Statement and Animal Model

All rabbit experiments conform to the European Union guidelines for the care and use of laboratory animals and were approved by the Animal Ethical Committee of the University of Liège (file number 1951). Seventy-three eight-week-old male New Zealand White rabbits (1.83 ± 0.14 Kg) were purchased from the Charles River, France. The animals were kept in a temperature and humidity-controlled environment in an air-conditioned room with a standard rabbit chow and tap water *ad libitum*. After 2 weeks of acclimation, the rabbits were randomly assigned to seven different groups and diet habituation was conducted for 2 weeks. Protocols started when the rabbits were 12 weeks old and it lasted 16 weeks. Control group (Ctrl, *n* = 13) received a standard chow diet. Vitamin D2 group (Vit.D2, *n* = 7) received a chow diet with 15 days of Vitamin D2 supplementation (ergocalciferol, Sigma-Aldrich) in drinking water at the beginning of the protocol (25,000 U/day/2.5 Kg). The cholesterol-enriched diet group (CHT, n = 17) was treated with 0.3% of the cholesterol-enriched diet and received vitamin D2 (Vit.D2) supplementation as the Vit.D2 group. The lard-enriched diet group (Lard, *n* =13) received 5% of the lard-enriched diet (17) with Vit.D2 supplementation. Irradiation group (IR, *n* = 7) received a chow diet and underwent X-ray cardiac irradiation focused on the aortic valve and the thoracic aorta during the first week of the protocol (24Gy dose divided into 3 fractions of 8Gy delivered at 48-h intervals, chosen to mimic clinically relevant doses used for anticancer radiotherapy) using image-guided radiation on an irradiator specifically made for small animals (X-Rad 225Cx, Precision X-Ray, Inc.). Irradiation combined with cholesterol-enriched diet group (IR/CHT, *n* = 15) received 0.3% of cholesterol-enriched diet plus Vit.D2 supplementation and underwent cardiac irradiation at mid protocol (e.g., after 8 weeks of cholesterol-rich diet). Cholesterol- and lard-enriched diets were produced by Safe (France). Bodyweight was measured on a weekly basis. Blood draws and cardiac CT (X-Rad 225Cx, Precision X-Ray, Inc.) were performed at baseline and at the end of every four weeks (W4, W8, W12, and W16), and aortic wall calcification was visually assessed as absent or present in each of the following segments: ascending aorta, aortic cross, and the descending aorta. An extra blood draw was performed at W2. Anesthesia was induced prior to any procedure (except for body weight measurements) by intramuscular injections of droperidol (0.625 mg/kg), xylazine (5 mg/kg), and ketamine (35 mg/kg) in the hind legs. Euthanasia was conducted in the anesthetized animals by intracardiac injection of pentobarbital (200 mg/kg).

### Histological and Immunofluorescence Analyses of Rabbit Heart

Hearts were harvested, weighed, and fixed in 4% of paraformaldehyde–phosphate-buffered saline (PBS) solution for 24 h before dehydration into 70% of ethanol solution overnight at room temperature (Ctrl: *n* = 6, Vit.D2: *n* = 7, CHT: *n* = 11, Lard: *n* = 6, IR: *n* = 7, IR/CHT: *n* = 7). They were then embedded in paraffin wax and sectioned at 7 μm. Before histological and immunofluorescence analyses, the sections were incubated overnight at 58°C and rehydrated through xylene baths followed by a series of graded ethanol baths. Serial sections were used for the histological assessment of tissue structure on hematoxylin-eosin-stained sections, tissue calcification on alizarin red stained section, and extracellular matrix (ECM) composition on sirius red and Movat's pentachrome-strained sections. The aortic valve area was evaluated by isolating the aortic valve leaflets and measuring their area on multiple serial hematoxylin-eosin-stained sections (4 to 9 per rabbit) by using Adobe Photoshop software. For the immunofluorescence study, the sections were incubated overnight at 58°C prior to chemical rehydration. All sections were treated for 30 min at 96°C with Dako Target Retrieval solution, pH9 (Agilent, S2367) for antigen retrieval, then incubated for 30 min at room temperature with normal goat serum (Abcam, ab7481). Co-staining was conducted by sequential use of monoclonal mouse anti-rabbit RAM-11 primary antibody (Agilent, M0633, 1:50 dilution), TRITC-conjugated goat anti-mouse secondary antibody (Abcam, ab5885, 1:100 dilution), and AlexaFluor 488-conjugated monoclonal mouse anti-alpha smooth muscle actin (αSMA) antibody (ThermoFisher Scientific, #53-9760-82, 1:100 dilution). Nuclei were stained with 4′, 6-diamidino-2-phenylindole (DAPI) (ThermoFisher Scientific, D1306, 1:500,000 dilution). Negative controls corresponding to TRITC-conjugated goat anti-mouse secondary antibody without anti-RAM-11 primary antibody and AF488-conjugated mouse IgG2a kappa isotype control isotype were performed (Supplementary Figure S1). QuPath 0.2.3 software was used to analyze fluorescence staining in the delimitated aortic valve, the mitral valve, and the aorta area. Pixel classifiers were first defined to set a threshold value for each fluorochrome. A script was then applied in batch to automatically count the cell number, mean fluorescence intensities as well as the total tissue area, and the percentages of positive area for each immunostaining.

### RNAseq Analysis

Aorta ring and heart valves were dissected (Ctrl: *n* = 7, CHT: *n* = 6, Lard: *n* = 7, IR/CHT: *n* = 7) at the end of the 16-week protocols, snap frozen in liquid nitrogen, and stored at −80°C until RNA extraction. Total RNA was extracted by the use of miRNeasy Mini Kit (Qiagen) according to the manufacturer's instructions. The integrity of the RNA sample was assessed on a Bioanalyser 2,100 with RNA 6,000 Nano and RNA 6,000 Pico chips (Agilent Technologies). The RNA libraries were prepared with 10 ng of RNA using the SMARTer® Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian (Takara Bio USA, Inc.) according to the manufacturer's instructions. The RNA quantification and normalization were performed with the KAPA Library Quantification kit (comprising P5-P7 primers) on the ABI 7900HT system (ThermoFisher Scientific). Sequencing of the libraries was performed on a NovaSeq6000 System (Illumina) with an S4 reagent kit (300 cycles) and 1.2 nM library loading.

Paired FastQ files for all the samples were assessed for Quality Control using FastQC and then they were processed through nf-core rnaseq pipeline v1.4.2 (https://nf-co.re/rnaseq/1.4.2), with default parameters except for -clip_R2 = 3 and -nextseq-trim = 10, in order to perform mapping, quantification, and QC, and to produce the gene count matrix. The reference genome used was Oryctolagus cuniculus OryCun2.0 with annotation from Ensembl release 99 (http://jan2020.archive.ensembl.org/index.html). Gene counts were normalized by the default method (median of ratios) in the DESeq2 package (22). Gene expressions in each diet or treatment group were compared to the control group by DESeq2; a total of 29,587 tests were performed for each comparison and were followed by Benjamini and Hochberg multiple test correction. An adjusted *p*-value (FDR) less than 0.05 and a fold-change greater than 1.5 were used to highlight a significant difference in gene expression between the two groups. Human orthologs of differentially expressed genes (DEGs) were identified by the online tool, Better Bunny (23) with an identity of 50% as a threshold (24), and were ranked by their π-value calculated with a log-fold change (LFC) and the adjusted *p-*value (25). TopGO package was used to perform gene ontology (GO) analysis with a ranked gene list. The whole RNA-seq analysis was performed in R (version 4.0.4; R Foundation for Statistical Computing, Vienna, Austria).

### Blood Processing

At each blood draw, differential blood cell counts (white blood cells, red blood cell indices, and platelets) were measured in 3.8% of citrated whole blood on a Cell-Dyn 3700 hematocytometer equipped with veterinary software (Abbott Laboratories). Serum aliquots were prepared after 30-min resting to allow for blood clotting followed by centrifugation at 1,700 *g* and room temperature. EDTA and 3.8% citrated plasma aliquots were prepared by two successive centrifugations at 1,700 *g* and room temperature maximum of 1 h after blood draw. Serum and plasma samples were stored at −80°C until further analysis.

### Biomarker Measurements

Measurements of the levels of total cholesterol, triglycerides, LDL-c, HDL-c, calcium, phosphorous, iron, albumin, AST, ALT, creatinine, and urea were performed in serum samples on an AU480 Chemistry Analyzer (Beckman Coulter). Serum levels of IL-6 and plasma [ethylenediamine tetraacetic acid (EDTA)-anticoagulated plasma] levels of DKK1 and PF4 were measured by enzyme-linked immunosorbent assays according to the manufacturer's recommendations (Cusabio). The ent-8-iso-15(S)-PGF2α levels were measured in EDTA-plasma by the ultra-high performance liquid chromatography coupled to tandem mass spectrometry detection. Levels of circulating H3.1-nucleosomes and citrullinated histone H3R8 nucleosomes (H3R8cit-nucleosome), an epigenetic modification, were assessed by blinded Nu.Q® chemiluminescence immunoassays (Volition SRL, Belgium) in EDTA-plasma (Ctrl: *n* = 7–13, Vit.D2: *n* = 7, CHT: *n* = 10–15, Lard: *n* = 7–12, IR: *n* = 7, IR/CHT: *n* = 15).

### Statistical Analysis

Between-treatment comparisons of all variables were performed by ANOVA and *post-hoc* Dunnett test on log transformed data, except for leaflet area quantification, nested GLM model, and *post-hoc* SIDAK tests were performed. Over time changes between two time points in the blood cells and circulating biomarkers were assessed by Wilcoxon signed-rank test. Data are presented as median [interquartile range (p25–p75)]. All tests were performed 2-sided and *P-value* ≤ 0.05 was considered significant. All statistical analyses were performed using SAS 9.4 (SAS Institute, Cary NC).

## Results

### Dietary Cholesterol and Palmitic Acid Induce Distinct Histological Lesions in the Aorta, Aortic Valve, and Mitral Valve

Rabbits fed for 16 weeks with lard- or cholesterol-enriched diets supplemented with Vit.D2 displayed aortic wall structural alterations that were not observed in rabbits fed with chow diet, or in those receiving the chow diet supplemented with Vit.D2 (Figure 1A). Alizarin red staining of heart sections from rabbits treated with a lard-enriched diet revealed massive media calcification with collagen fiber accumulation and disorganization around the calcific lesions as shown by Sirius Red and Movat's Pentachrome staining. The CT imaging revealed aortic wall calcifications in 70 to 80% of rabbits fed with lard depending on considered aorta segments (Figure 1B). Such macrocalcifications were not observed in Ctrl or Vit.D2 groups, except for one rabbit treated with Vit.D2 which developed calcification in the aortic cross.

**Figure 1:**
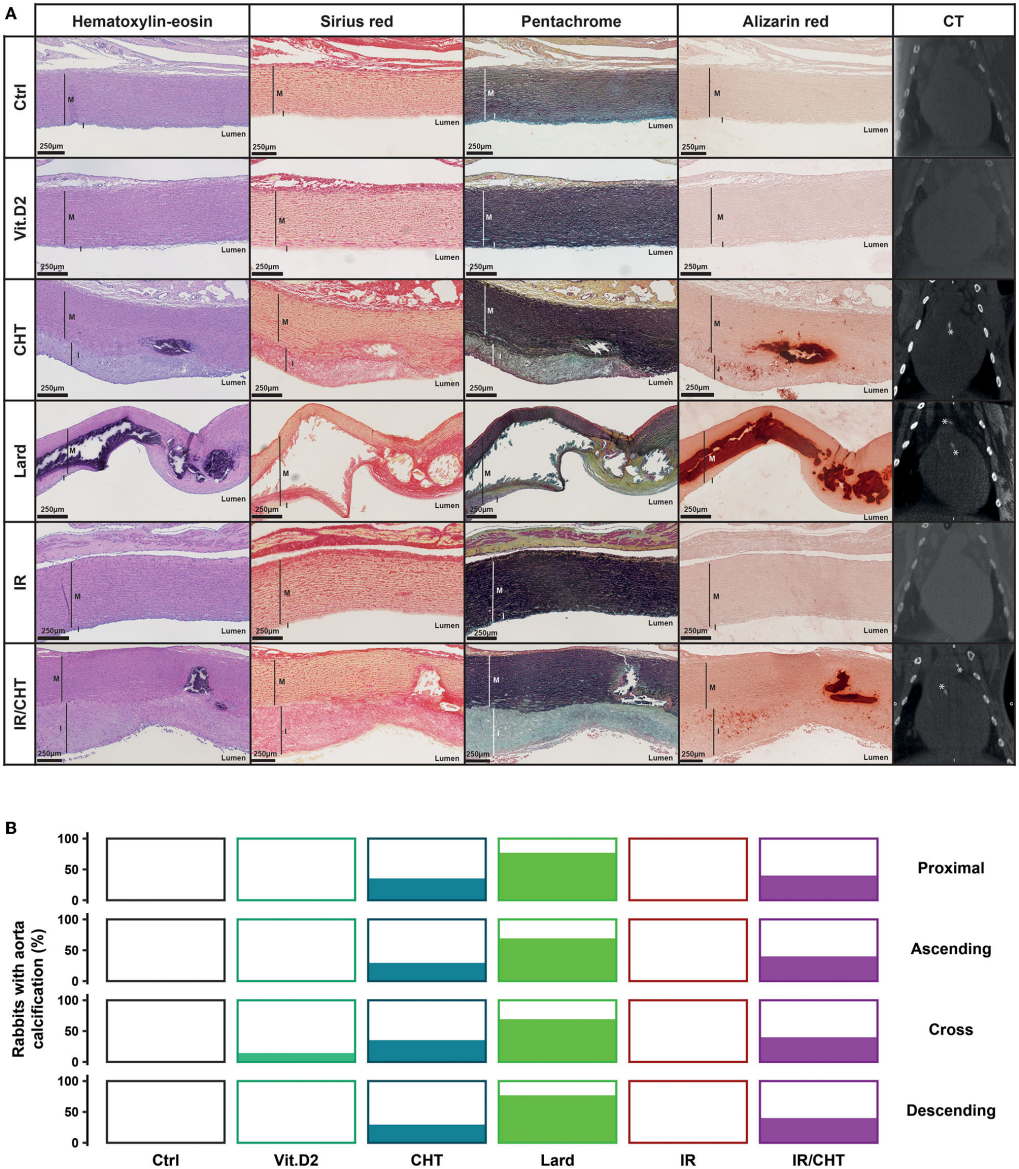
Effect of lard- and cholesterol-enriched diets on the aorta structure. **(A)** Representative pictures of aortic wall sections stained with hematoxylin-eosin, sirius red, Movat's pentachrome, and alizarin red, and CT imaging per rabbit group as indicated. Scale bars = 250 μm. Calcifications observed by CT are indicated by asterisks. **(B)** Percentage of rabbits from each group that presented CT-detected calcification in the different portions of the aorta (Ctrl, *n* = 13; Vit.D2, *n* = 7; CHT, *n* = 17; Lard, *n* = 13; IR, *n* = 7; IR/CHT, *n* = 15). I, indicates intima; M, indicates media.

In agreement with previous studies (26), rabbits fed for 16 weeks with a cholesterol-enriched diet developed atherosclerotic lesions. Hematoxylin-eosin staining of aortic sections showed intima thickening with cell and lipid infiltration, whereas Sirius Red and Movat's Pentachrome showed disorganized ECM component deposition (collagen fibers and glycosaminoglycans, GAGs). Alizarin red staining revealed calcification nodules at the intima-media junction and diffuse microcalcifications in the thickened intima. Approximately 35% of rabbits fed with a cholesterol-enriched diet displayed calcifications detected by a CT (Figure 1B). We also assessed the infiltration of the aortic wall by macrophages (or macrophage-like cells) by immunodetection of the rabbit RAM-11 marker (27). As described (28), a cholesterol-enriched diet-induced significant infiltration of RAM-11 positive cells in atheroma as compared to Vit.D2 alone (**Figure 4C**).

Alterations of the aortic valve structure were observed in the two diet groups (Figure 2A). In the cholesterol group, the aortic valve leaflets were significantly thickened with sparse calcification spots, cell infiltration and accumulation of collagen fibers, and GAGs (Figures 2A,B). Immunostaining of RAM-11 and of the muscle-specific αSMA marker revealed significant macrophage infiltration and few αSMA positive cells, both located in valvular ventricularis (Figure 3). In contrast, rabbits fed with a lard-enriched diet displayed calcific nodules in the aortic valve with only slight leaflet thickening compared to cholesterol (Figure 2) and no detectable RAM-11 or αSMA positive cells (Figure 4). No aortic valve alteration was observed in the chow diet and Vit.D2 groups.

**Figure 2:**
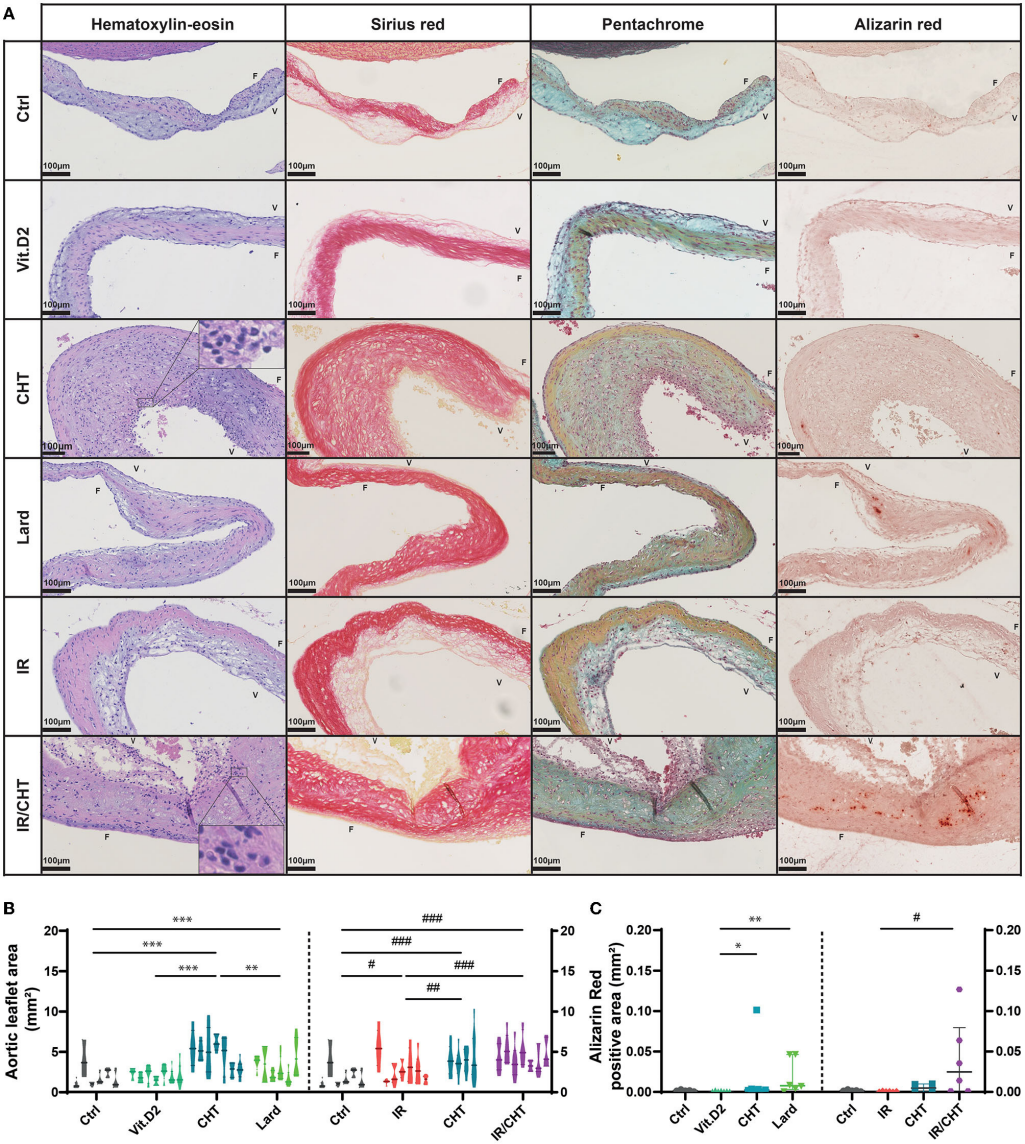
Effect of lard- and cholesterol-enriched diets on the aortic valve leaflet histology. **(A)** Representative pictures of aortic valve leaflet sections stained with hematoxylin-eosin, sirius red, Movat's pentachrome, and alizarin red per rabbit group as indicated. Magnified areas depict neutrophil infiltrates in valvular ventricularis. Scale bars = 100 μm. **(B)** Violin plots represent aortic valve leaflet area measured on hematoxylin-eosin-stained aortic valve sections (each violin box represents one rabbit, 4–8 slides per rabbit). Four-group comparisons were performed by using a nested-GLM model and *post-hoc* SIDAK test on log-transformed data. **(C)** The graph represents the positive area for Alizarin Red staining on the aortic valve sections. Data are presented as medians with P25-P75 interquartiles. Four-group comparisons were performed by ANOVA and *post-hoc* Dunnett's test on log-transformed data (Left: Ctrl, *n* = 5; Vit.D2, *n* = 7; CHT, *n* = 7; Lard, *n* = 6; Right: Ctrl, *n* = 5; IR, *n* = 6; CHT, *n* = 4; IR/CHT, *n* = 6). *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ^#^*P* ≤ 0.05; ^##^*P* ≤ 0.01; ^###^*P* ≤ 0.001. F, indicates fibrosa side; V, indicates ventricular side.

**Figure 3:**
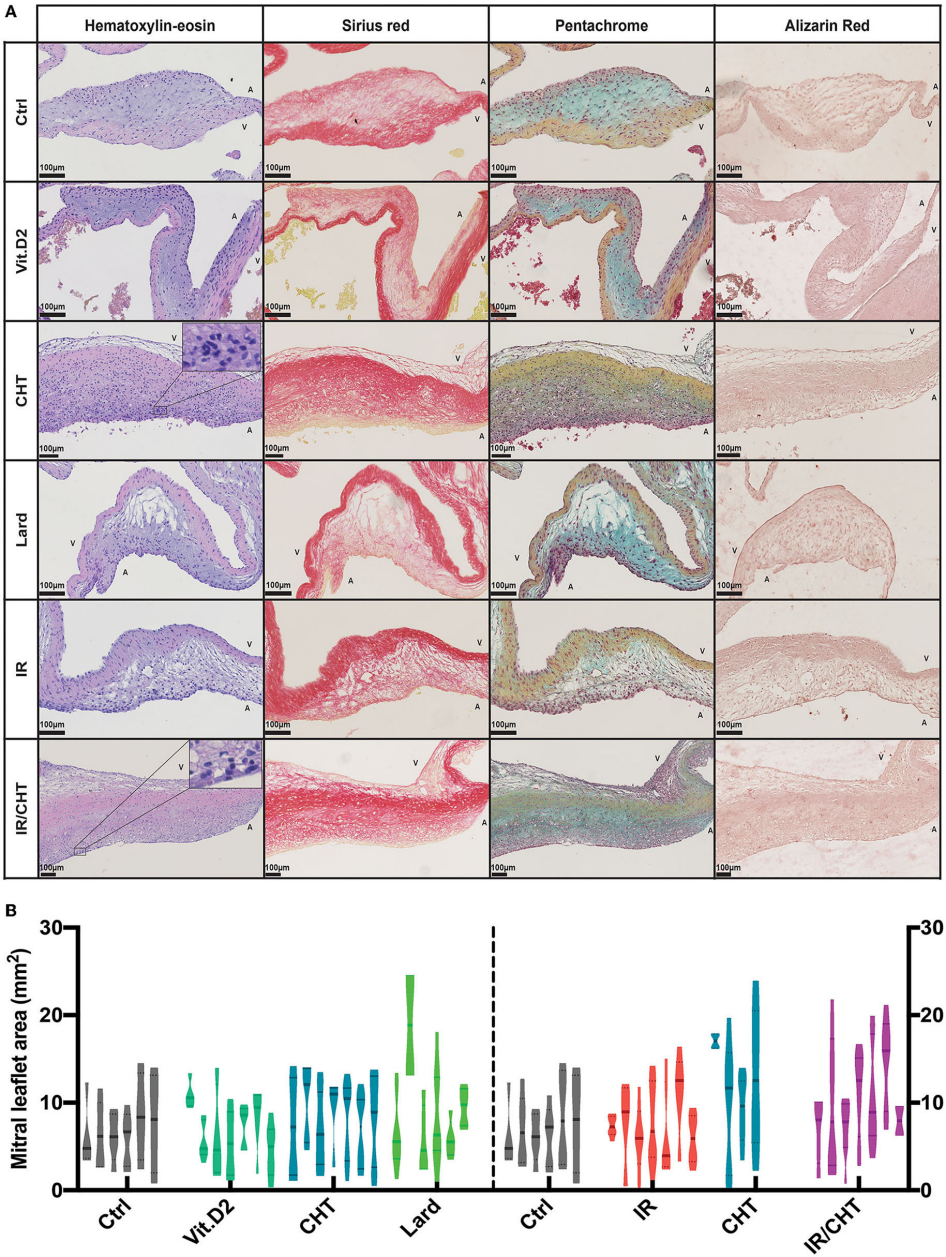
Effect of cholesterol-enriched diets on the mitral valve leaflet histology. **(A)** Representative pictures of mitral valve leaflet sections stained with hematoxylin-eosin, sirius red, and Movat's pentachrome per rabbit group as indicated. Magnified areas depict neutrophil infiltrates in valvular atrialis. Scale bars = 100 μm. **(B)** Violin plots represent mitral valve leaflet area measured on the histological mitral valve sections (each violin box represents one rabbit, 4–8 slides per rabbit) stained with hematoxylin-eosin. Four-group comparisons were performed by using a nested-GLM model and *post-hoc* SIDAK test on log-transformed data. *P* = non-significant. A, indicates atrial side; V, indicates ventricular side.

**Figure 4:**
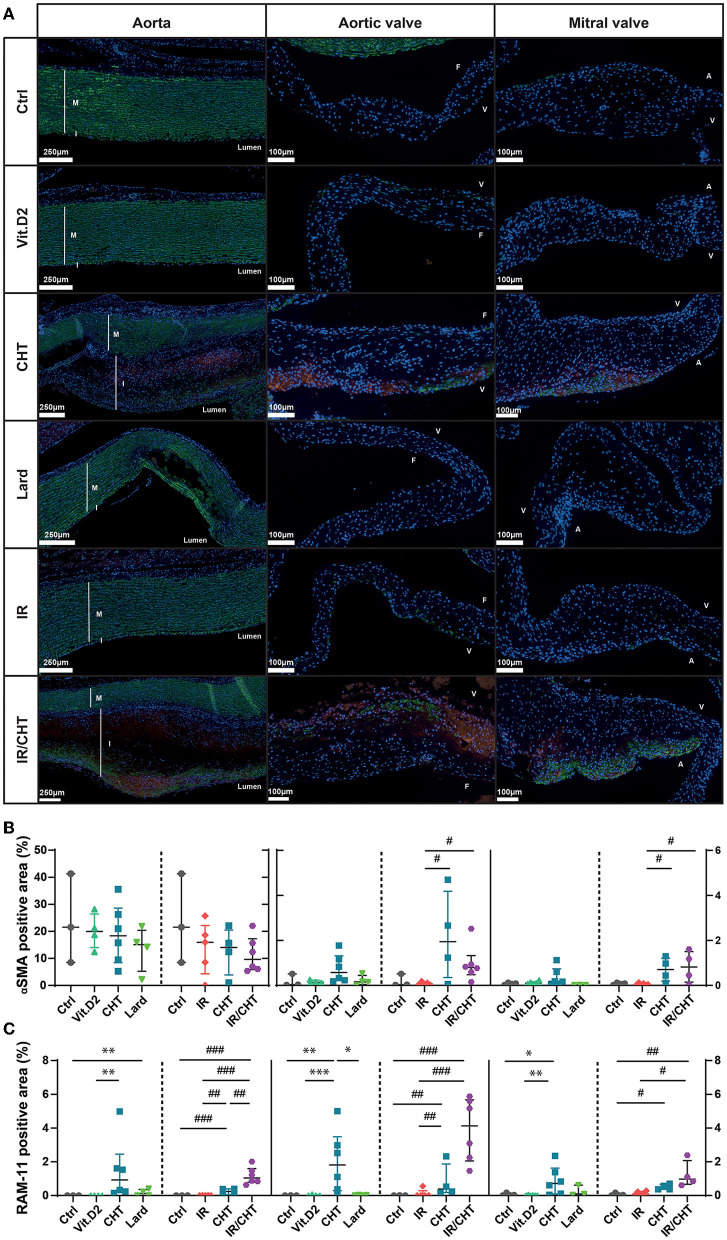
Immuno-detection of RAM-11- and αSMA positive cells in the aorta and heart valves. **(A)** Representative pictures of RAM-11 and αSMA immunofluorescence costaining performed on the aorta, the aortic valve, and the mitral valve sections. Nuclei are stained with DAPI and appear in blue. αSMA- and RAM-11-positive cells are shown in green and red, respectively. Scale bars = 250 μm for aorta and 100 μm for the aortic and mitral valves. **(B)** Quantification of αSMA-positive cells in terms of fluorescence area percentage in the aorta (left), aortic valve (middle), and the mitral valve (right). **(C)** Quantification of RAM-11-positive cells in terms of fluorescence area percentage in the aorta (left), aortic valve (middle), and the mitral valve (right). Data are presented as median with P25–P75 interquartiles. Four-group comparisons were performed by ANOVA and *post-hoc* Dunnett's test on log-transformed data. Aorta: left: Ctrl, *n* = 3; Vit.D2, *n* = 4; CHT, *n* = 6; Lard, *n* = 4; right: Ctrl, *n* = 3; IR, *n* = 5; CHT, *n* = 4; IR/CHT, *n* = 6. Aortic valve: left: Ctrl, *n* = 3; Vit.D2, *n* = 6; CHT, *n* = 6; Lard, *n* = 3; right: Ctrl, *n* = 3; IR, *n* = 5; CHT, *n* = 4; IR/CHT, *n* = 6. Mitral valve: left: Ctrl, *n* = 4; Vit.D2, *n* = 7; CHT, *n* = 7; Lard, *n* = 6; right: Ctrl, *n* = 4; IR, *n* = 6; CHT, *n* = 4; IR/CHT, *n* = 4. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ^#^*P* ≤ 0.05; ^##^*P* ≤ 0.01; ^###^*P* ≤ 0.001. A, atrial side; F, fibrosa side; I, intima; M, media; V, ventricular side.

The mitral valve was also affected in the cholesterol-enriched diet group (Figure 3), with cellular infiltrates and ECM remodeling in spongiosa, without leaflet thickening. The signal for RAM-11 positive cells was significantly increased as compared to the control and Vit.D2 groups (Figure 4C). As for the aortic valve, only few αSMA positive cells were observed in mitral valves. Rabbits from the chow diet, Vit.D2, and lard groups did not show any visible modification of the mitral valve structure.

None of the diets caused histological modifications of the tricuspid and pulmonary valves (data not shown).

### Cardiac Irradiation Promotes Cell Infiltration in the Aorta, Aortic Valve, and Mitral Valve

Our histological analyses did not reveal any aortic histological alterations when cardiac irradiation was applied in rabbits fed with a chow diet kept for 8 weeks post-irradiation (Figure 1A). However, rabbits fed for 16 weeks with a cholesterol-enriched diet and receiving cardiac irradiation at week 9 displayed more macrocalcification in the aorta than rabbits that were not irradiated. Calcification was detected by cardiac CT in all aortic segments in 40% of rabbits (Figure 1B). Also, the atherosclerotic plaque core of rabbits that received cardiac irradiation combined with cholesterol diet significantly increased in the numbers of RAM-11 positive cells as compared to rabbits fed with a chow diet, a cholesterol diet without irradiation, and in rabbits that received irradiation whilst on chow diet (Figures 4A,C).

The addition of irradiation to the cholesterol-enriched diet induced the aortic valve structure alterations that were not observed in the irradiation-only group. Thickened aortic valve leaflets displayed more cellular infiltrates and RAM-11 positive cells than the control groups (Figures 4A,C). Aortic valves were more calcified than those of rabbits from the cholesterol group (Figures 2A,B).

As for mitral valves, the combination of irradiation with the cholesterol diet led to increased infiltration of RAM-11 positive cells as compared to the irradiation alone (Figure 4C).

### Differential RNA Expression Profiles in the Aorta, Aortic Valve, and Mitral Valve in Response to Lard- and Cholesterol-Enriched Diets

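RNA was sequenced from 134 tissue samples of 27 rabbits, 1 library per sample, on 2 plates. In each of the 5 tissues (the proximal aorta and the aortic, mitral, pulmonary and tricuspid valves), 7 libraries came from rabbits on chow diet (Ctrl), 6 from rabbits on the cholesterol-rich diet (CHT), 7 from rabbits on the lard-rich diet (Lard) and 7 from rabbits on the cholesterol-rich diet with cardiac irradiation (IR/CHT), except that the mitral valve had 6 Ctrl libraries. The CHT diet held 0.3% cholesterol and the Lard diet 5% lard, both with 25000 U of vitamin D2 per day for 15 days, and the IR/CHT rabbits received 24 Gy in 3 fractions of 8 Gy after 8 weeks of the CHT diet. Ctrl rabbits received no vitamin D2, and no library came from the paper's group with vitamin D2 alone. Differences from Ctrl therefore hold diet and vitamin D2 together. All tissues were taken at 16 weeks. The authors deposited the number of read pairs that they had counted on each gene of the rabbit genome, without normalization. Between 13564979 and 50577676 read pairs per library were counted on genes, with a median of 18235577. The median totals of the Ctrl, CHT, Lard and IR/CHT groups were 18794285, 18708032, 18441017 and 19265923 in the aorta, and 16424301, 19533768, 19830531 and 18963551 in the aortic valve. All aorta libraries were on plate 2 and all CHT libraries of the aortic and mitral valves on plate 1, while the other valve groups were split between both plates. Counts were normalized by edgeR's TMM method, and 1 quasi-likelihood model of the 4 groups was fitted per tissue. Differentially expressed genes (DEGs) were those with a Benjamini-Hochberg adjusted p-value under 0.05 in the two-sided test and a fold change over 1.5. Expression of single genes is given as counts scaled to library size (CPM), mean ± SD. Their log2 fold changes are given with a standard error (SE) derived from edgeR's F statistic, and with edgeR's adjusted p. For each biological process, a fixed list of genes was scored in each library as the mean log2 CPM of its tested genes. Scores were compared by two-sided exact permutation tests, whose p-values were adjusted over the 520 combinations of list, tissue and comparison.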

To get insight into the biological mechanisms underlying vascular and valvular modifications, we then performed RNAseq experiments on RNA extracted from the dissected proximal aorta and all cardiac valves. The RNAseq identified 29.587 genes annotated in the rabbit genome, among which 15.135 genes could be assigned to human genes. 

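The deposited counts list 29587 genes, of which 14716 carry a gene symbol. After edgeR's filter on genes with low counts, 14777 genes were tested in the aorta, 15408 in the aortic valve, 15322 in the mitral valve, 14450 in the pulmonary valve and 14700 in the tricuspid valve. Genes of the process lists were looked up by symbol, which found 103 of the 152 genes for neutrophil degranulation, 64 of 77 for the inflammatory response and 29 of 35 for the contractile apparatus. The symbols IL6, PF4, FOLR1, APOE and ABCG1 did not occur among them, so that these genes were not measured here by name.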

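With CHT against Ctrl, 2863 DEGs were found in the aorta (2098 higher and 765 lower on CHT) and 1833 in the aortic valve (1297 higher and 536 lower). The mitral valve had 861 DEGs (763 higher and 98 lower), the pulmonary valve 23 (7 and 16) and the tricuspid valve 24 (12 and 12). Of the alternatives run, DESeq2 with only the Ctrl and CHT libraries and a test against a fold change of 1.5, which was chosen after seeing the data, moved the count of the aorta most, to 1207 genes. The CHT libraries of the aortic valve were all on plate 1, and 826 DEGs were found there with the plate 1 libraries alone, while leaving out 1 library gave from 1320 to 2628 DEGs. The tricuspid valve had 13 DEGs without CHT replicate L160 and 15 without Ctrl replicate L280 or CHT replicate L247, and with only the Ctrl and CHT libraries in the model it had 5. Among the DEGs of the pulmonary valve was FDFT1 (ENSOCUG00000005160), which encodes squalene synthase and fell from 140 ± 22.8 CPM in the 7 Ctrl libraries to 69.2 ± 5.01 CPM in the 6 CHT libraries (log2 fold change -1.02, SE 0.12, edgeR adjusted p = 1.97e-05). In the tricuspid valve, CYP51A1 (ENSOCUG00000004549), another gene of cholesterol synthesis, fell from 40.7 ± 8.50 to 16.8 ± 2.37 CPM (log2 fold change -1.28, SE 0.15, edgeR adjusted p = 6.12e-05), and all 6 CHT libraries lay under the lowest Ctrl library.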

The cholesterol-rich diet modified the expression of 1.102 (898 unique human orthologs) genes in the aorta, 612 (492) genes in the aortic valve, 281 (229) genes in the mitral valve, and only 4 (3) and 6 (6) genes in the tricuspid and pulmonary valve, respectively. 

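With Lard against Ctrl, 386 DEGs were found in the aorta, 380 of them higher and 6 lower on Lard. The aortic valve had 36 DEGs, 4 higher and 32 lower. Both counts depended on the model and on single libraries. DESeq2, with the same thresholds, called 692 genes in the aorta and 108 in the aortic valve, and on only the Ctrl and Lard libraries, an alternative chosen after seeing the data, 518 and 99. With only these libraries in the edgeR model, no gene was called in either tissue, with 2012 genes of the aorta and 1233 of the aortic valve at an unadjusted p under 0.05. In the aorta, 215 DEGs were found without Lard replicate L575, 218 without Lard replicate L562 or L578, 0.632 and 0.637 times as many as with all libraries without Ctrl replicates L569 and L568, and up to 1.46 times as many without others. For the aortic valve, no DEG was left without Ctrl replicate L240 or Lard replicate L152, L173 or L232 (1829, 1156, 1238 and 1286 genes at an unadjusted p under 0.05 in that order), 1, 1, 2, 13 and 20 were left without Lard L190 or L269, Ctrl L277 or Lard L543 or L248, and none among the libraries of plate 1 alone or plate 2 alone (2118 and 768 genes at an unadjusted p under 0.05).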

The lard-rich diet yielded much less DEGs than the cholesterol-rich diet, comprising 76 (66) genes in the aorta and 40 (36) genes in the aortic valve. 

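With Lard against Ctrl, no gene of the mitral, pulmonary or tricuspid valve reached an adjusted p under 0.05. At an unadjusted p under 0.05, 253 of the genes tested in the mitral valve, 360 in the pulmonary valve and 1200 in the tricuspid valve differed between the diets, and the smallest adjusted p in the tricuspid valve was 0.611. When the libraries of all 5 tissues were fitted in 1 model, 5 genes of the pulmonary valve and 7 of the tricuspid valve passed both thresholds.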

No DEGs were found in the three other cardiac valves in response to the lard diet.

We then assessed the impact of these changes in RNA expression on biological processes in each tissue. To detect the differential effects of each diet in every tissue, both tissue-specific and common DEGs were included in these analyses.

We first studied the effect of a cholesterol-rich diet on the aorta and aortic valve. Among the 612 DEGs identified in the aortic valve of rabbits from the cholesterol group, 443 DEGs were commonly affected in the aorta (Figure 5A, Supplementary Tables S1–S3). These common DEGs were involved in inflammatory and cellular defense responses, including the production of major inflammatory cytokines and neutrophil degranulation. 

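Of the 1833 DEGs called here in the aortic valve on CHT, 1062 were also DEGs of the aorta, and 1048 of these changed in the same direction in both tissues. If the DEGs of the 2 tissues were independent, about 343 of the 14372 genes tested in both would be shared. The remaining calls were 1801 DEGs of the aorta and 771 of the aortic valve. Across the 14372 genes, which are not independent replicates, the log2 fold changes of both tissues had a Pearson correlation of 0.652. The alternative that moved the shared count most was the DESeq2 test against a fold change of 1.5, chosen after seeing the data, with 440 shared genes.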

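In the aorta, the score of the inflammatory response genes was 3.39 ± 0.43 in the 6 CHT libraries and 0.96 ± 0.30 in the 7 Ctrl libraries, a difference of 2.43 on the log2 scale (exact permutation test, adjusted p = 0.00357, the smallest value reached in the adjusted family). Of the 60 tested genes of this list, 44 were DEGs (73.3%, against 19.4% of all genes tested), and 48 when adjusted over the list alone. A prior count of 0.5 in place of 2 moved this difference most, to 2.68. The score of the aortic valve rose by 1.40, with 31 of 60 genes as DEGs (51.7%, against a background of 11.9%) and 36 adjusted over the list alone. The score of the neutrophil degranulation genes rose by 2.24 in the aorta, where 66 of 88 genes were DEGs (71 adjusted over the list alone), and by 1.49 in the aortic valve, where 56 of 90 were (64 adjusted over the list alone). Genes of MHC class II antigen presentation rose by 3.52 and 2.35 in the same order, and the cytokine genes by 1.97 and 1.71. In each of these comparisons, all 6 CHT libraries scored above all 7 Ctrl libraries. FCER1G (ENSOCUG00000031105), a receptor chain of myeloid cells, had 62.7 ± 17.8 CPM on CHT and 1.93 ± 1.21 CPM on Ctrl in the aorta (log2 fold change 5.02, SE 0.39, edgeR adjusted p = 1.3e-09). The chemokine gene CCL2 (ENSOCUG00000021710) rose from 0.886 ± 0.293 to 12.2 ± 7.13 CPM in the aorta (log2 fold change 3.77, SE 0.42). The gene ITGAM (ENSOCUG00000001587), which encodes an integrin of neutrophils and macrophages, rose in the aortic valve from 6.38 ± 2.44 to 150 ± 56.0 CPM (log2 fold change 4.55, SE 0.33, edgeR adjusted p = 3.35e-10). There, CD14 (ENSOCUG00000004218) had a log2 fold change of 3.33 (SE 0.35) and HLA-DMA (ENSOCUG00000022573) one of 2.84 (SE 0.26). TNF (ENSOCUG00000006698) was low on CHT (1.50 ± 0.987 CPM in the aorta and 1.20 ± 0.415 CPM in the aortic valve) and lower on Ctrl (0.0940 ± 0.156 and 0.163 ± 0.203 CPM), with edgeR adjusted p = 3.8e-05 and 0.0111. IL1B (ENSOCUG00000023958) stayed under 1 CPM in every library of these groups and was no DEG (edgeR adjusted p = 0.0828 in the aorta and 0.310 in the aortic valve).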

Mitotic spindle organization was also affected, pointing to an effect on cell division. 

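The genes for the mitotic spindle and cell division were higher on CHT in both tissues. In the aorta their score was 2.39 ± 0.67 on CHT and -0.55 ± 0.60 on Ctrl, and 38 of the 38 tested genes were DEGs. In the aortic valve it was 2.44 ± 0.33 and -0.19 ± 0.32, and 36 of 38 were DEGs, 36 when adjusted over the list alone. The differences, 2.94 and 2.63 on the log2 scale, exceeded the spread between libraries, since every CHT library scored above every Ctrl library. The condensin subunit NCAPH (ENSOCUG00000009882) rose from 4.26 ± 1.44 to 39.1 ± 11.9 CPM in the aorta (log2 fold change 3.19, SE 0.29, edgeR adjusted p = 7.26e-09), and the kinesin KIF23 (ENSOCUG00000015068) from 1.37 ± 0.378 to 11.8 ± 3.33 CPM in the aortic valve (log2 fold change 3.09, SE 0.28, edgeR adjusted p = 1.05e-08).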

The 659 aorta-specific DEGs were enriched in genes contributing to additional effects on immune response and signaling pathways, positive regulation of cell migration, angiogenesis, and platelet degranulation, while the 169 aortic valve-specific DEGs were involved in cardiac muscle contraction, tissue morphogenesis, and myofibril assembly. These data indicate that inflammation likely contributes to aortic valve alterations induced by a cholesterol-rich diet similarly as in the aorta, but additional muscle-related processes could also be affected.

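The score of the genes for angiogenesis and cell migration rose by 1.46 in the aorta, with 19 of 36 genes as DEGs (19 adjusted over the list alone), and by 0.43 in the aortic valve, with 13 of 36 (15 adjusted over the list alone). For platelet degranulation the rises were 0.89 (18 of 42 genes, 21 adjusted over the list alone) and 0.29 (11 of 43 genes, 11 adjusted over the list alone). Both lists therefore held DEGs in both tissues, and their changes differed between the tissues when each rabbit's aortic valve was set against its aorta, by -1.02 for angiogenesis and migration and by -0.61 for platelet degranulation (exact permutation tests chosen after seeing the data, adjusted p = 0.00947 and 0.0112 over 130 such tests). In the aorta, PLAU (ENSOCUG00000003155), the urokinase gene, rose from 24.0 ± 5.74 to 77.6 ± 26.0 CPM (log2 fold change 1.69, SE 0.20), and SRGN (ENSOCUG00000024313), a proteoglycan of platelet and leukocyte granules, from 2.29 ± 0.975 to 38.5 ± 18.8 CPM (log2 fold change 4.07, SE 0.43). The contractile genes moved the other way. Their score in the aortic valve was 1.31 ± 1.05 on CHT and 3.95 ± 1.66 on Ctrl (exact permutation test, adjusted p = 0.0264), 5 of the 6 CHT libraries lay under all Ctrl libraries, and 19 of 27 genes were DEGs (24 adjusted over the list alone), all lower on CHT. When treatments were relabelled only within plates, the difference of -2.64 had an adjusted p of 0.103, the largest of a range from 6.91e-10 to 0.103 over the alternatives. A second list of heart muscle genes without a role in contraction fell by 2.00, with 14 of 27 genes as DEGs (16 adjusted over the list alone). TNNC1 (ENSOCUG00000007983), which encodes cardiac troponin C, averaged 3.12 ± 2.56 CPM on CHT and 80.3 ± 101 CPM on Ctrl (log2 fold change -4.68, SE 0.84, edgeR adjusted p = 0.000249), and MB (ENSOCUG00000026126), which encodes myoglobin, 1.25 ± 1.19 and 48.9 ± 72.2 CPM (log2 fold change -5.29, SE 0.96, edgeR adjusted p = 0.000272), with SDs above the means on Ctrl. In the aorta, the contractile score differed by -0.44 (exact permutation test, adjusted p = 0.146; 2 of 21 genes were DEGs, and 1 adjusted over the list alone) and that of the other heart muscle genes by 0.24 (adjusted p = 0.137 by the same test). The differences between tissues within rabbits were -2.17 and -2.07 (exact permutation tests, adjusted p = 0.0173 and 0.0112).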

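A test of the interaction of tissue and diet over 16125 genes called 854 genes whose response to CHT differed between the aortic valve and the aorta (edgeR adjusted p under 0.05), 169 with a higher and 685 with a lower log2 fold change in the aortic valve. With each tissue compared within 1 plate, an alternative chosen after seeing the data, the count was 358, and without the filter on low counts 540. The rise of the inflammatory score in the aortic valve differed from that in the aorta of the same rabbits by -1.02 on the log2 scale (exact permutation test, adjusted p = 0.0122), and that of neutrophil degranulation by -0.74 (exact permutation test, adjusted p = 0.0219). In both, 5 of the 6 CHT rabbits had a difference between tissues under that of all Ctrl rabbits. From the processes shared by both tissues and those of the aortic valve alone, the paper proposes that inflammation contributes to the changes of the aortic valve as in the aorta, and that muscle-related processes are also affected.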

**Figure 5:**
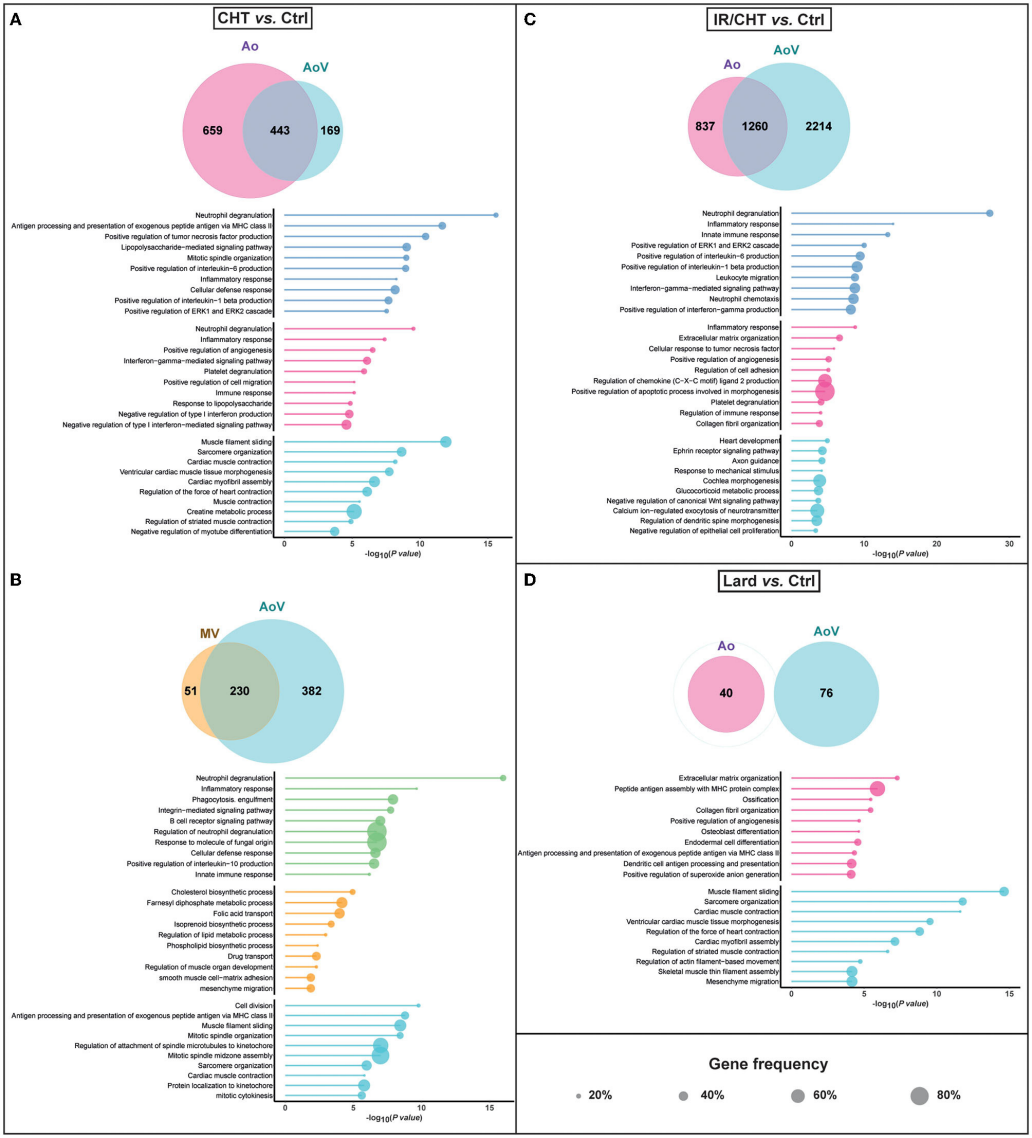
RNA sequencing (RNAseq) analysis of differentially expressed genes (DEGs) in the aorta, the aortic valve, and the mitral valve induced by cholesterol-enriched diet (CHT), alone or combined with irradiation (IR/CHT), and lard-enriched diet as compared to chow diet (Ctrl) (Ctrl, *n* = 7; CHT, *n* = 6; Lard, *n* = 7; IR/CHT, *n* = 7). Venn diagrams represent numbers of specific and common DEGs between tissue pairs for each comparison. Lollipop plots of gene ontology (GO) terms depict the top 10 biological processes affected by specific and common DEGs, with corresponding gene frequency and -log_10_ (*P*-value) (Wald test in DESeq2 package). Detailed statistical methods are provided in the Methods section. **(A)** Comparison of DEGs and affected biological processes in the aorta and aortic valve following 16-week treatment with a cholesterol-rich diet. **(B)** Comparison of DEGs and affected biological processes in the aortic and mitral valves following 16-week treatment with a cholesterol-rich diet. **(C)** Comparison of DEGs and affected biological processes in the aorta and aortic valve following 16-week treatment with a cholesterol-rich diet combined with irradiation. **(D)** Comparison of DEGs and affected biological processes in the aorta and the aortic valve following 16-week treatment with a lard-rich diet. Ao, aorta; AoV, aortic valve; MV, mitral valve.

We next focused on the comparison between the aortic valve and mitral valve in the cholesterol-fed group. Whereas the DEGs commonly found in the mitral and aortic valves included genes involved in inflammation and cellular defense response, we surprisingly observed that the cholesterol-rich diet mainly affected lipid biosynthetic and metabolic processes as well as folic acid transport in the mitral valve (Figure 5B, Supplementary Tables S4–S6). This finding may thus reveal that not only inflammation but also key metabolic cellular processes underlie the mitral valve alterations in hypercholesterolemia.

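Of the 861 DEGs of the mitral valve on CHT, 682 were also DEGs of the aortic valve, and all of these changed in the same direction. In the mitral valve, the inflammatory score rose by 1.20 (26 of 55 genes were DEGs and 30 adjusted over the list alone; 47.3% against 5.62% of all genes) and that of neutrophil degranulation by 1.17 (45 of 86 genes, 49 adjusted over the list alone). Genes of the cholesterol biosynthesis list fell in both valves. Their score dropped by 1.28 in the mitral valve, with 15 of 20 genes as DEGs (17 adjusted over the list alone), and by 1.04 in the aortic valve, with 15 of 20 (16 adjusted over the list alone). The squalene monooxygenase gene SQLE (ENSOCUG00000015771) fell from 40.4 ± 7.10 to 7.44 ± 1.98 CPM in the mitral valve (n = 6 and 6; log2 fold change -2.44, SE 0.18, edgeR adjusted p = 7.65e-10). Targets of the sterol-activated receptor LXR rose by 1.81 and 2.16 in the mitral and aortic valve, with 4 of 5 genes as DEGs in each, ABCA1 (ENSOCUG00000009279) among them from 60.8 ± 18.4 to 831 ± 180 CPM in the mitral valve. Folic acid transport was represented by 2 tested genes. Their score rose by 1.11 in the mitral valve (exact permutation test, adjusted p = 0.0358) and by 0.24 in the aortic valve (exact permutation test, adjusted p = 0.784). The value of the mitral valve passed the threshold no longer without Ctrl replicate L156, L183, L199, L241 or L278 or CHT replicate L266 (adjusted p from 0.0515 to 0.0821), and its adjusted p was 0.0786 when treatments were relabelled within plates (range over the alternatives 0.0172 to 0.0821). SLC46A1 (ENSOCUG00000007798), the proton-coupled folate transporter, was a DEG in both valves, with 10.9 ± 6.26 CPM on CHT and 2.32 ± 0.895 on Ctrl in the mitral valve (log2 fold change 2.24, SE 0.38, edgeR adjusted p = 0.000273) and 11.8 ± 7.53 and 3.10 ± 1.13 CPM in the aortic valve (log2 fold change 1.94, SE 0.42, edgeR adjusted p = 0.00188). SLC19A1 (ENSOCUG00000001727), the reduced folate carrier, was no DEG in the mitral valve (log2 fold change 0.17, SE 0.63, edgeR adjusted p = 0.944).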

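No gene passed the threshold of a test of the interaction of valve and diet over 16166 genes, and 1816 genes had an unadjusted p under 0.05. With the rabbit as a block, an alternative chosen after seeing the data, 805 genes responded differently to CHT in the mitral and the aortic valve. Within rabbits, the change of the cholesterol synthesis genes differed by -0.19 between these valves (exact permutation test, adjusted p = 0.119) and that of the folic acid transport genes by 0.98 (exact permutation test, adjusted p = 0.0646). The change of the folic acid transport genes in the aortic valve differed from that in the aorta by -2.1 (exact permutation test, adjusted p = 0.00947). These genes thus rose more in the aorta than in the aortic valve. The aortic valve alone had 1151 DEGs.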

We did not identify the genes that were commonly affected in the aorta and aortic valve by the lard-rich diet. 

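On Lard, 1 gene was called in both the aorta and the aortic valve, against 0.763 if the calls were independent. It was TNFSF8 (ENSOCUG00000009977), a cytokine gene of the TNF family, whose value in the aorta was chosen for report after it was seen. In the aorta it had 1.34 ± 1.48 CPM on Lard and no counts in any Ctrl library, so that it was at least 7.93-fold higher on Lard, and 5 of the 7 Lard libraries lay above all Ctrl libraries. Aortic valve libraries had 0.693 ± 1.01 CPM of it on Lard and at most 1 count in any Ctrl library, so that it was at least 3.85-fold higher (edgeR adjusted p = 0.0359). With the plate as a covariate, the adjusted p of the aortic valve was 0.0526, in a range from 0.000464 to 0.0526 over the alternatives, and no gene was shared. Across the 14372 genes tested in both tissues, which are not independent replicates, the log2 fold changes on Lard had a Pearson correlation of 0.0244.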

The few DEGs that were found to be specific to the aortic valve were all involved in muscle-related processes, including contraction, filament sliding, and sarcomere organization (Figure 5D, Supplementary Tables S7, S8). 

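The contractile score of the aortic valve was 1.55 ± 0.67 on Lard and 3.95 ± 1.66 on Ctrl, a difference of -2.41 (exact permutation test, adjusted p = 0.00631), and 6 of the 7 Lard libraries lay under all Ctrl libraries. Of the 27 genes of the list, 10 were DEGs (37.0%, against 0.234% of all genes tested) and 21 when adjusted over the list alone. The other heart muscle genes fell by 1.78, with 11 of 27 as DEGs (18 adjusted over the list alone). These 10 and 11 genes were among the 32 DEGs that were lower on Lard, a count that the heart muscle score as a covariate, an alternative chosen after seeing the data, brought to 0 (1696 genes at an unadjusted p under 0.05). ACTN2 (ENSOCUG00000017871), which encodes the actinin of the Z-disc, had 8.58 ± 2.97 CPM on Lard and 101 ± 139 CPM on Ctrl (log2 fold change -3.55, SE 0.63, edgeR adjusted p = 0.0250). MB had 1.83 ± 1.48 CPM on Lard (log2 fold change -4.75, SE 0.87, edgeR adjusted p = 0.0250). The response to Lard differed between the aortic valve and the aorta in 376 of 16125 genes by the interaction test (edgeR adjusted p under 0.05), 24 with a higher and 352 with a lower log2 fold change in the aortic valve. Within rabbits, the contractile score changed by -2.32 relative to the aorta (exact permutation test, adjusted p = 0.00947).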

Intriguingly, these processes were similarly found to be affected by the cholesterol-rich diet, suggesting that dietary cholesterol and palmitate could have a similar biological impact on the aortic valve. In contrast, in the aorta, ECM organization, osteoblast differentiation, and ossification processes were more prevalent in response to lard than cholesterol. 

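The contractile genes fell by 2.64 on CHT and by 2.41 on Lard relative to the same 7 Ctrl libraries. Both diets came with vitamin D2, which the Ctrl rabbits did not receive, so that diet and vitamin D2 are not separated here. Across the 15408 genes tested, which are not independent replicates, the log2 fold changes of both diets had a correlation of 0.537, and across the 27 contractile genes one of 0.924. Shared control libraries raise such a correlation without any effect of a diet. When all groups were drawn with replacement from the Ctrl libraries, the medians were 0.556 and 0.595, and the 95th percentiles 0.925 and 0.964. These draws also hold the wide variation of heart muscle genes among the Ctrl libraries. When counts were simulated for each gene independently, without that shared variation, the medians were 0.481 and 0.478. In each library, the contractile score went with that of the heart muscle genes without a role in contraction. Over the 27 aortic valve libraries, Pearson's r was 0.981 and Spearman's rho 0.973 (two-sided permutation p = 1e-05 for both, the smallest that the resamples can give; adjusted p = 1.44e-05 over 23 relations), and without the 2 libraries farthest from the median r was 0.953. With each score centred on its group mean, r was 0.959, within plate 1 0.954 and within plate 2 0.991. Among the 7 Ctrl libraries alone, r was 0.995 (exact permutation test, p = 0.000198). From the muscle processes found on both diets, the paper proposes that dietary cholesterol and palmitate have a similar biological impact on the aortic valve.

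**Figure D1:**
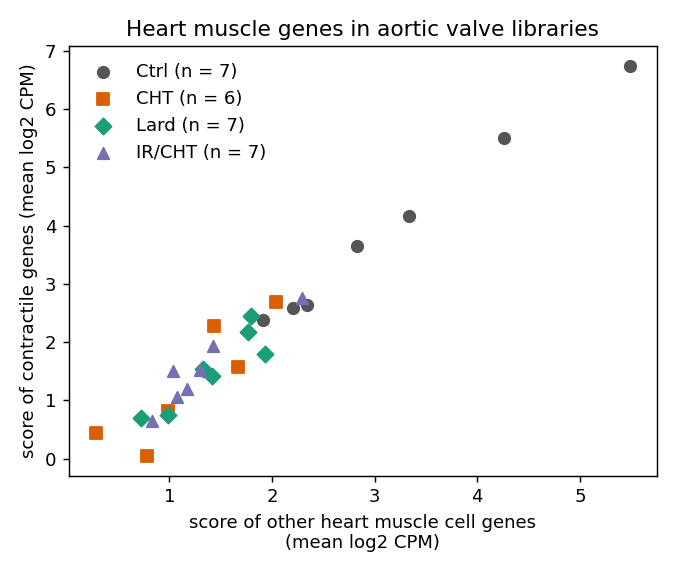
Score of the contractile genes (vertical axis, mean log2 CPM) against the score of the heart muscle genes without a role in contraction (horizontal axis, mean log2 CPM) in the 27 aortic valve libraries, 1 point per library, coloured by group. The points of all 4 groups lie along 1 line (r = 0.981), and the libraries with the highest scores are from the Ctrl group.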

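In the aorta, the score of the genes for extracellular matrix (ECM) organization was 7.13 ± 0.82 on Lard, 7.34 ± 0.53 on CHT and 6.13 ± 0.29 on Ctrl. Its rise was 1.00 on Lard (exact permutation test, adjusted p = 0.0430) and 1.21 on CHT (adjusted p = 0.00631 by the same test). For ossification and osteoblast differentiation the scores were 4.15 ± 0.98 on Lard, 3.66 ± 0.44 on CHT and 2.94 ± 0.17 on Ctrl, rises of 1.21 (exact permutation test, adjusted p = 0.0313) and 0.72 (adjusted p = 0.0128). Set directly against each other, Lard and CHT differed by -0.21 for ECM organization (exact permutation test, p = 0.608) and by 0.49 for ossification (exact permutation test, p = 0.283), a comparison chosen after seeing the data. Relative to all DEGs of each diet, both processes took a larger share on Lard: 10 of 46 ECM genes were DEGs on Lard (20 adjusted over the list alone; 21.7%, against 2.61% of all genes), and 21 of 46 on CHT (22 adjusted over the list alone; 45.7%, against 19.4%). For ossification, 7 of 28 genes were DEGs on each diet (10 on Lard and 7 on CHT adjusted over the list alone). When 1 library was left out, the ECM score on Lard passed the threshold only without Ctrl replicate L552, Lard replicate L563 or Lard replicate L576, and the adjusted p ranged from 0.00625 to 0.0750. The Lard libraries varied widely. TNC (ENSOCUG00000011500), which encodes tenascin C, had 137 ± 134 CPM on Lard and 11.2 ± 3.98 CPM on Ctrl (log2 fold change on CHT 4.00 and on Lard 3.61, SE 0.62, edgeR adjusted p = 0.00217). The osteopontin gene SPP1 (ENSOCUG00000022536) rose to 435 ± 406 CPM on Lard, with 4 of the 7 libraries above all Ctrl libraries (log2 fold change 3.15, SE 0.60, edgeR adjusted p = 0.00447). RUNX2 (ENSOCUG00000011739) and ALPL (ENSOCUG00000004447) had 3.67 ± 5.32 and 4.28 ± 7.18 CPM on Lard and 0.247 ± 0.276 and 0.411 ± 0.339 CPM on Ctrl (edgeR adjusted p = 0.0119 and 0.0311). The osteocalcin gene BGLAP (ENSOCUG00000025958) had a log2 fold change of 2.40 (SE 0.70, edgeR adjusted p = 0.0650) and was called by DESeq2 (adjusted p = 0.00776, in a range from 0.00776 to 0.0612 over the alternatives).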

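On Lard, the inflammatory score of the aorta was 1.97 ± 0.55, against 0.96 ± 0.30 on Ctrl, a rise of 1.01 (exact permutation test, adjusted p = 0.00631), and 20 of 60 genes were DEGs (33.3%, against 2.61% of all genes), or 37 when adjusted over the list alone. The neutrophil degranulation score rose by 0.97, with 26 of 88 genes as DEGs (42 adjusted over the list alone). The cytokine genes rose by 0.57 (exact permutation test, adjusted p = 0.116), which passed the threshold without Lard replicate L576 (adjusted p = 0.0407) and with only the genes at 1 CPM or more (adjusted p = 0.0126). ITGAM rose from 1.25 ± 0.420 to 15.5 ± 16.4 CPM (log2 fold change 3.62, SE 0.52, edgeR adjusted p = 0.000637) and lay above all Ctrl libraries in 7 of 7 Lard libraries, and CHI3L1 (ENSOCUG00000026988), a glycoprotein of activated macrophages, rose from 1.78 ± 0.698 to 33.9 ± 35.1 CPM (log2 fold change 4.25, SE 0.76, edgeR adjusted p = 0.00354). Set directly against CHT, Lard differed by -1.42 in the inflammatory score (exact permutation test, p = 0.00117) and by -1.27 in that of neutrophil degranulation (exact permutation test, p = 0.00291), a comparison chosen after seeing the data. In the aortic valve, the inflammatory score on Lard differed from Ctrl by -0.05 (exact permutation test, adjusted p = 0.899), that of neutrophil degranulation by -0.04 (adjusted p = 0.900) and that of the cytokine genes by 0.38 (adjusted p = 0.533); none of the 60, 90 and 4 genes was a DEG, 0, 0 and 1 were when adjusted over the list alone, and 7, 9 and 2 had an unadjusted p under 0.05. The inflammatory change differed between aortic valve and aorta by -1.05 within rabbits (exact permutation test, adjusted p = 0.0122).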

Of interest, inflammation would not be the main process induced by the lard diet, which is in sharp contrast to the cholesterol diet.

### Cardiac Irradiation Enhances Changes in the Expression of Inflammation-Related Genes

The addition of irradiation to a cholesterol-rich diet significantly increased the numbers of DEGs both in the aorta and the aortic valve. This was particularly true for the aortic valve. Indeed, 2,097 (1714) and 3,474 (2715) DEGs were identified in the aorta and aortic valve, respectively, which indicated that the aortic valve might be more impacted than the aorta following irradiation. 

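With IR/CHT against Ctrl, 5070 DEGs were found in the aorta, 3274 higher and 1796 lower, and 6587 in the aortic valve, 3251 higher and 3336 lower. The counts stayed between 4390 and 5548 in the aorta and between 5990 and 6864 in the aortic valve when 1 library was left out. With the plate 1 libraries alone, the aortic valve had 5249 DEGs, and with those of plate 2 alone 3372.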

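The response to IR/CHT differed between the aortic valve and the aorta in 5289 of 16125 genes (interaction test, edgeR adjusted p under 0.05), with a higher log2 fold change in the aortic valve for 1787 of them and a lower one for 3502, or 2358 and 3124 with DESeq2's size factors. The tissues shared 2925 DEGs, 2588 of them with the same direction, against about 2120 if the calls were independent, and 2145 DEGs belonged to the aorta alone and 3662 to the aortic valve alone. Across the 14372 genes tested in both, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.631.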

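Between IR/CHT and CHT, 88 DEGs were found in the aorta, 24 higher and 64 lower with irradiation, and 3043 in the aortic valve, 1526 higher and 1517 lower. Single libraries decided the count of the aorta, which was 2 without CHT replicate L560 and 661 without IR/CHT replicate L579. DESeq2, with the same thresholds, called 524 genes there. Of the 24 genes of the aorta that were higher with irradiation, 10 were on the lists of heart muscle genes, such as MYH7 (ENSOCUG00000011037), with 364 ± 780 CPM on IR/CHT (largest value 2120) and 4.79 ± 4.23 CPM on CHT. The change with irradiation differed between the aortic valve and the aorta in 999 of 16125 genes by the interaction test, 304 with a higher and 695 with a lower log2 fold change in the aortic valve, or 494 and 592 with DESeq2's size factors.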

The addition of irradiation to the cholesterol-rich diet modified the expression of 15 (12) additional genes in the aorta and 602 (512) genes in the aortic valve as compared to cholesterol without irradiation. 

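With IR/CHT, the neutrophil degranulation score of the aorta was 5.33 ± 0.43, against 2.52 ± 0.20 on Ctrl, and that of the aortic valve 6.01 ± 0.21 against 3.29 ± 0.16, rises of 2.81 and 2.73 (exact permutation tests, adjusted p = 0.00357 for each). DEGs made up 76 of the 88 genes in the aorta (77 adjusted over the list alone; 86.4%, against 34.3% of all genes) and 79 of 90 in the aortic valve (80 adjusted over the list alone; 87.8%, against 42.8%). The inflammatory score rose by 2.93 in the aorta, where 52 of 60 genes were DEGs (54 adjusted over the list alone), and by 2.43 in the aortic valve, where 41 of 60 were (42 adjusted over the list alone). All 7 IR/CHT libraries scored above all 7 Ctrl libraries in these comparisons.

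**Figure D2:**
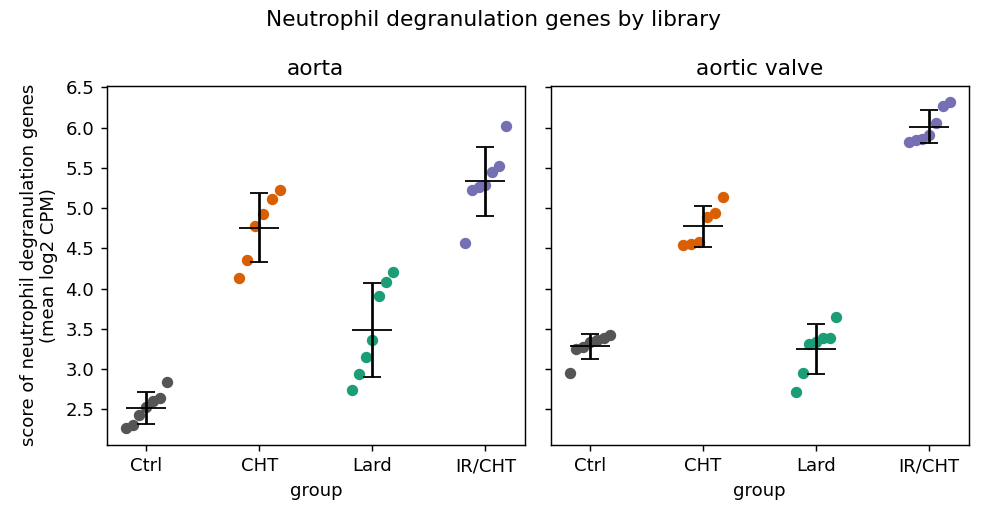
Score of the neutrophil degranulation genes (mean log2 CPM) in each library of the aorta and the aortic valve by group, with 1 point per library and the mean ± SD of each group as a bar with whiskers. The IR/CHT libraries lie above all Ctrl libraries in both tissues, with differences of the means of 2.81 and 2.73.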

Interestingly, we observed that the common DEGs identified both in the aorta and aortic valve contributed to the same biological processes as a cholesterol-rich diet alone, namely neutrophil degranulation, inflammatory, and immune responses (Figure 5C, Supplementary Tables S9–S11). However, the gene frequency in these processes was doubled by the addition of irradiation, indicating that irradiation could promote inflammation in a neutrophil-dependent manner (Figures 5A,C). 

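As a share of the tested genes of the list, neutrophil degranulation DEGs went from 75.0% on CHT to 86.4% on IR/CHT in the aorta and from 62.2% to 87.8% in the aortic valve, while the share of all tested genes went from 19.4% to 34.3% and from 11.9% to 42.8%. Set directly against CHT, the neutrophil degranulation score of the aortic valve was higher on IR/CHT by 1.24 (exact permutation test, adjusted p = 0.00357), with 62 of 90 genes as DEGs (70 adjusted over the list alone), and the inflammatory score by 1.03 (exact permutation test, adjusted p = 0.00357), with 30 of 60 genes (31 adjusted over the list alone). In the aorta the differences were 0.58 (exact permutation test, adjusted p = 0.0944) and 0.50 (adjusted p = 0.121), and none of the 88 and 60 genes was a DEG (0 and 0 adjusted over the list alone, 28 and 20 at an unadjusted p under 0.05). Without IR/CHT replicate L579, both passed the threshold in the aorta (exact permutation tests, adjusted p = 0.0102 each), as they did by camera of limma (adjusted p = 5e-08 and 0.000204, in ranges from 5e-08 to 0.176 and from 0.000204 to 0.221 over the alternatives). The changes of the 2 lists differed between aortic valve and aorta by 0.70 and 0.51 within rabbits (exact permutation tests, adjusted p = 0.0509 and 0.0888). Among the list genes in the aortic valve, the lysosomal protease gene CTSZ (ENSOCUG00000010417) rose with a log2 fold change of 1.61 (SE 0.19, edgeR adjusted p = 4.23e-06), as did the leukocyte integrin ITGB2 (ENSOCUG00000011544), from 123 ± 64.7 CPM on CHT (log2 fold change 2.23, SE 0.36, edgeR adjusted p = 7.24e-05). From the higher gene frequency in these processes, the paper proposes that irradiation promotes inflammation in a manner that depends on neutrophils.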

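The genes for neutrophil chemotaxis and leukocyte migration rose by 3.57 in the aorta and 3.07 in the aortic valve on IR/CHT, with 30 of 33 and 27 of 34 genes as DEGs (31 and 27 adjusted over the list alone). On CHT alone the rises were 2.87 and 1.71, with 24 of 33 and 19 of 34 genes (28 and 21 adjusted over the list alone). Between IR/CHT and CHT, the score differed by 1.36 in the aortic valve (exact permutation test, adjusted p = 0.00357; 22 of 34 genes were DEGs and 26 adjusted over the list alone) and by 0.70 in the aorta (adjusted p = 0.120; 0 of 33 genes were DEGs, 0 adjusted over the list alone and 6 at an unadjusted p under 0.05). These changes differed between the tissues by 0.67 within rabbits (exact permutation test, adjusted p = 0.0991). NCKAP1L (ENSOCUG00000013517), a gene of the actin machinery of blood cells, rose from 6.44 ± 2.21 to 190 ± 52.8 CPM in the aorta (log2 fold change 4.88, SE 0.39, edgeR adjusted p = 4.5e-10) and from 23.1 ± 5.63 to 464 ± 79.2 CPM in the aortic valve (log2 fold change 4.33, SE 0.26, edgeR adjusted p = 1.19e-12) on IR/CHT against Ctrl.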

Processes, such as neutrophil chemotaxis and leukocyte migration indeed became predominant. In the aortic valve, specific processes were nevertheless affected, such as ephrin receptor and Wnt signaling pathways, heart development, and glucocorticoid metabolism, suggesting that irradiation could disturb aortic valve tissue homeostasis and metabolism. 

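On IR/CHT in the aortic valve, the score of the ephrin receptor genes differed from Ctrl by -0.83, with 12 of 19 genes as DEGs (13 adjusted over the list alone), that of the genes that restrain Wnt signaling by -0.98 (15 of 20, 16 adjusted over the list alone) and that of heart development by -1.35 (24 of 29, 24 adjusted over the list alone). All 3 had an adjusted p of 0.00357 by exact permutation tests, and 42.8% of all genes tested were DEGs. The glucocorticoid genes moved in both directions, with 3 of 4 as DEGs and a difference in score of -0.00425 (exact permutation test, adjusted p = 0.993). In the aorta, the differences of the 4 scores were -0.03, -0.02, 0.08 and -0.03, with adjusted p of 0.900, 0.912, 0.533 and 0.917 by exact permutation tests, although 8 of 17, 10 of 19, 15 of 29 and 2 of 3 genes were DEGs (8, 11, 16 and 2 adjusted over each list alone). Signs in the aorta changed without single libraries: the ephrin difference was 0.0323 without Ctrl replicate L553, the Wnt difference 0.0430 without Ctrl replicate L552 and the glucocorticoid difference 0.0452 without IR/CHT replicate L579, and in the aortic valve the latter was 0.133 without Ctrl replicate L240. Within rabbits the change of the aortic valve differed from that of the aorta by -0.79 for the ephrin, -1.14 for the Wnt and -1.43 for the heart development genes (exact permutation tests, adjusted p = 0.0138, 0.00631 and 0.00631). The ephrin receptor gene EPHA3 (ENSOCUG00000010465) fell from 31.0 ± 7.14 to 6.65 ± 2.70 CPM (log2 fold change -2.22, SE 0.26, edgeR adjusted p = 8.87e-08), the Wnt inhibitor gene DKK2 (ENSOCUG00000001765) from 46 ± 14.0 to 4.08 ± 1.76 CPM (log2 fold change -3.49, SE 0.35) and the cardiac transcription factor gene TBX20 (ENSOCUG00000007422) from 418 ± 57.6 to 73.8 ± 28.1 CPM (log2 fold change -2.50, SE 0.23). STAR (ENSOCUG00000002507), whose product moves cholesterol into mitochondria for steroid synthesis, rose from 6.55 ± 1.58 to 18.6 ± 4.16 CPM (log2 fold change 1.50, SE 0.20, edgeR adjusted p = 4.6e-07).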

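In the aorta on IR/CHT, the ECM score was 7.72 ± 0.36, against 6.13 ± 0.29 on Ctrl, a rise of 1.60 (exact permutation test, adjusted p = 0.00357), and 29 of 46 genes were DEGs (63%, against 34.3% of all genes), or 30 when adjusted over the list alone. Platelet degranulation rose by 1.04, with 26 of 42 genes as DEGs (27 adjusted over the list alone). In the aortic valve these lists rose by 0.57 (21 of 45 genes, 21 adjusted over the list alone) and 0.59 (20 of 43, 20 adjusted over the list alone), which differed from the rises in the aorta by -0.98 and -0.42 within rabbits (exact permutation tests, adjusted p = 0.00631 for both). COL8A1 (ENSOCUG00000024465), a collagen gene of vessel walls, rose from 12.9 ± 2.84 to 223 ± 83.5 CPM in the aorta (log2 fold change 4.11, SE 0.51, edgeR adjusted p = 3.68e-07), and PSAP (ENSOCUG00000016261), a gene of lysosomes and platelet granules, from 495 ± 93.6 to 2140 ± 672 CPM (log2 fold change 2.11, SE 0.19, edgeR adjusted p = 1.86e-09).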

In the aorta, effects on collagen fibril and ECM organization predominated in addition to inflammation and platelet degranulation (Figures 5A,C).

### Circulating Levels of Lipids and Biomarkers Related to Calcification, Inflammation, Oxidative Stress, and Platelet Activation

We wanted to determine whether diet- and irradiation-induced structural and RNA changes could be reflected systemically. For this purpose, we measured the plasma levels of biomarkers related to some of the biological processes identified in our RNAseq dataset. These measurements were performed at baseline and after 16 weeks. We first analyzed differential blood cell counts. Neutrophil count was the only parameter to be increased in the cholesterol-treated rabbits, with or without cardiac irradiation, as compared to Ctrl rabbits (Supplementary Table S12). We then studied the effects of lard-enriched diet and cholesterol-rich diet, combined either with irradiation or without irradiation on the circulating levels of conventional lipid biomarkers (Table 1). As expected, feeding rabbits for 16 weeks with a cholesterol-enriched diet increased their circulating levels of triglycerides, total cholesterol, LDL, and HDL. Surprisingly, rabbits from the irradiation-only group had increased levels of triglycerides. In agreement with our recent study (17), the lard-enriched diet did not induce changes in conventional lipid biomarkers. The hepatic marker, asparate transaminase, increased upon the intake of a cholesterol-enriched diet, whereas the albumin levels were elevated in rabbits receiving cholesterol combined either with or without irradiation (Supplementary Table S13).

**Table 1:** Effects of cholesterol- and lard-enriched diets as well as cardiac irradiation in addition to cholesterol-enriched diet on the circulating levels of conventional lipid biomarkers.

	**CHT**			**Lard**			**IR/CHT**		
	**Pre**	**Post**	***P-value***	**Pre**	**Post**	***P-value***	**Pre**	**Post**	***P-value***
Triglycerides (mg/dl)	78.98 (58.73–99.14)	134.65 (59.31–159.69)	0.010	61.36 (51.39–81.67)	69.67 (53.09–184.29)	0.301	87.15 (67.47–132.15)	172.98 (115.58–296.14)	0.005
Cholesterol (mg/dl)	33.07 (24.57–48.23)	849.50 (846.72–857.80)	<0.0001	42.00 (30.31–47.71)	22.44 (14.93–40.16)	0.052	37.85 (29.77–49.31)	841.43 (836.43–847.31)	<0.0001
LDL (mg/dl)	15.48 (12.24–26.99)	651.34 (550.05–778.28)	<0.0001	19.80 (13.52–26.90)	11.54 (7.25–20.58)	0.204	21.59 (15.47–28.59)	692.38 (600.64–804.07)	<0.0001
HDL (mg/dl)	21.61 (15.158–24.84)	110.36 (74.21–130.27)	<0.0001	25.96 (19.57–28.54)	13.34 (8.54–15.53)	0.016	20.84 (14.63–25.77)	129.28 (91.38–151.54)	<0.0001

*LDL, Low-density lipoprotein; HDL, High-density lipoprotein. P-value: Wilcoxon signed-rank test*.

We then analyzed the levels of biomarkers involved in calcification, inflammation, oxidative stress, and platelet activation (Supplementary Figure S2). Rabbits fed for 16 weeks with a lard-rich diet had reduced circulating levels of DKK1, an inhibitor of the Wnt signaling pathway which is involved in the calcification processes (Figure 6A). In contrast, rabbits that received cardiac irradiation combined with a cholesterol diet had elevated levels of DKK1 compared to baseline. Changes in DKK1 levels were neither observed in response to cholesterol diet alone nor in the irradiation alone.

**Figure 6:**
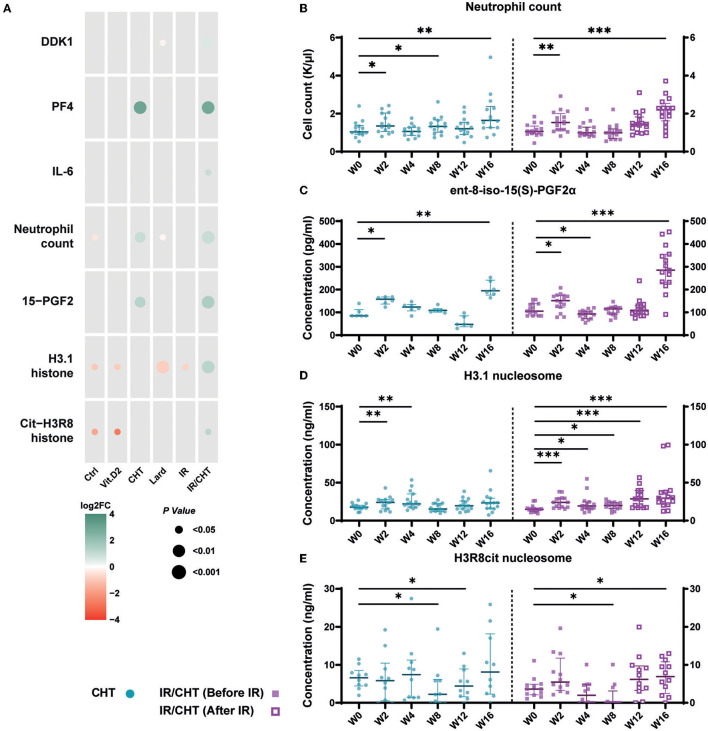
Effect of cholesterol- and lard-enriched diets, and irradiation on the circulating biomarkers of calcification, platelet activation, inflammation, oxidative stress, and on circulating nucleosomes. **(A)** Bubble plot represents concentration fold-change of biomarkers of interest between week 16 (W16) and baseline. Over time evolution of neutrophil count. **(B)** 15-PGF2 **(C)** and circulating nucleosomes **(D,E)**. Graphs represent median with P25-P75 interquartiles. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001 (Wilcoxon signed-rank test; Ctrl, *n* = 7–13; Vit.D2, *n* = 7; CHT, *n* = 10–15; Lard, *n* = 7–12; IR, *n* = 7; IR/CHT, *n* = 15).

Cholesterol-enriched diet increased the plasma levels of the specific platelet activation marker, platelet factor-4 (PF4), as well as the neutrophil count and the oxidative stress marker, ent-8-iso-15(S)-prostaglandin F2α (ent-8-iso-15(S)-PGF2α) (Figures 6C,E,F). Combined irradiation and a cholesterol-rich diet induced a significant increase in the plasma levels of the major inflammatory cytokine IL-6. as well as the levels of H3.1-nucleosome and citrullinated H3R8-nucleosome (Figure 6A) are consistent with our data of RAM-11 staining and our RNAseq findings on a predominant role of inflammation and neutrophil degranulation in this rabbit group.

Lard-enriched diet did not increase inflammation- or oxidative stress-related biomarkers, in accordance with large, calcified area observed in the aorta and aortic valve without the major implication of inflammatory processes as found in the RNAseq analyses.

To identify possible early biomarkers of lesion development, we performed serial measurements of the neutrophil count, ent-8-iso-15(S)-PGF2α, H3.1-nucleosome, and citrullinated H3R8-nucleosome levels in cholesterol-enriched diet and irradiation combined with cholesterol-enriched diet groups. The neutrophil count increased as early as after 15 days following the dietary cholesterol intake (Figure 6B). Levels of the oxidative stress marker, ent-8-iso-15(S)-PGF2α, were also elevated after 15 days of cholesterol diet (Figure 6C). In the cholesterol diet group, circulating H3.1-nucleosome levels quickly rose after 15 days and 4 weeks and dropped thereafter, while it went on increasing when irradiation was applied at mid-protocol (Figure 6D). Only rabbits that received irradiation combined with a cholesterol diet had increased the circulating levels of citrullinated H3R8-nucleosome after 16 weeks (Figure 6E).

## Discussion

Our study demonstrates differential effects on the vascular and valvular structures induced by cholesterol- and lard-enriched diet, as well as by combining the cholesterol diet with cardiac irradiation.

Cholesterol-rich diet not only induced well described atherosclerotic lesions but also aortic valve thickening. In addition, calcification occurred in the aortic valve leaflets. The two left-sided aortic and mitral valves displayed cellular infiltrates, including macrophages as observed by RAM-11 immunostaining, and excess ECM deposition. In contrast, a lard-rich diet caused massive aortic media calcification with no intima thickening, and the aortic valve calcified without changes in the leaflet thickness and obvious ECM remodeling. The RNAseq analyses of the aorta, aortic valve, and mitral valve revealed distinct predominant biological processes in lesion development depending on the diet. A cholesterol-rich diet mostly triggered inflammation-related processes in all three tissues. Aorta-specific biological processes were also identified that were involved in processes, such as platelet degranulation, angiogenesis, and cell migration, which are well known to contribute to atherogenesis (29–31). The affected aortic valve-specific biological processes were involved in muscle-related processes. Interestingly, inflammation-related biological processes were also enhanced by a cholesterol-enriched diet in the mitral valve, as well as the processes involved in lipid biosynthesis and metabolism. This is consistent with the recent observations of increased infiltration of inflammatory cells and lipids on the histological sections of the mitral valve and their association with serum cholesterol levels (32). In contrast to a cholesterol-rich diet, a lard-enriched diet did not promote inflammatory processes in the aorta, but rather the processes involved in ECM organization, osteoblast differentiation, and ossification. This indicates that a lard-enriched diet, i.e., dietary palmitate intake could impact arteries *via* different mechanisms than a cholesterol-rich diet, leading to distinct structural lesions. Likewise, while muscle-related mechanisms are likely to be involved in the development of aortic valve alterations in response to cholesterol- and lard-enriched diet, inflammatory processes would specifically contribute to the effect of cholesterol diet on the valve.

The addition of cardiac irradiation to a cholesterol-enriched diet led to similar histological lesions in the aorta, the aortic valve, and the mitral valve. However, atherosclerotic plaque and aortic valve and mitral valve leaflets had higher content in RAM-11 positive cells when irradiation was combined with cholesterol-rich diet than with a cholesterol diet alone. Also, the observed increase of αSMA positive cells in the mitral valve suggests an ongoing transdifferentiation process of valvular cells. Valvular interstitial cells could transform into myofibroblasts following cardiac irradiation, which could promote valve remodeling and ECM production (33). These findings support a possible enhancement of tissue inflammation following cardiac irradiation. This proposition was confirmed by our RNAseq data. Indeed, cardiac irradiation doubled the number of genes involved in inflammation-related processes as compared to a cholesterol-enriched diet alone. Neutrophil degranulation was a predominant activated biological process following cardiac irradiation, suggesting a major contribution of this cell type to the RIHD development mechanism. This observation can be of major clinical importance in view of key roles for neutrophils in CVD (34) and a recent report on a link between the severity of aortic stenosis and NETosis (35). Furthermore, the neutrophil-to-lymphocyte ratio has been associated with worse patient survival after chemoradiotherapy (36).

Blood neutrophil count was increased in rabbits fed with cholesterol-enriched diets, combined with cardiac irradiation or without cardiac irradiation. In addition, the circulating levels of IL-6 were higher when cardiac irradiation was added to a cholesterol-rich diet, confirming RNA-seq results of increased inflammation in response to cardiac irradiation. Neutrophil activation could promote vascular and valvular lesions through increased oxidative stress, as suggested by increased plasma levels of ent-8-iso-15(S)-PGF2α, but also through histone-mediated mechanisms as indicated by the increased levels of H3.1 and citrullinated H3R8 nucleosomes. Extracellular histones have been associated with cardiac injury in patients with septic shock (37). They can promote inflammation through activation of the Toll-like receptors, which are implicated in atherosclerosis pathogenesis (38–40). Extracellular histone can mediate lytic cell death and recent findings showed that citrullinated histones can promote foam cell formation *in vitro* (41, 42). The levels of H3.1-nucleosome were increased as early as after 2 weeks following diet administration, making it a possible good biomarker candidate for early diagnosis of atherosclerosis and aortic valve lesion development. Citrullinated H3R8-nucleosome also represent circulating biomarkers of NETosis. The elevation of these modified histones in response to cholesterol combined with cardiac irradiation may point to new NET-related mechanisms leading to RIHD. Its role as a biomarker of early RIHD also deserves further investigation.

Some biological processes were also specifically triggered by cardiac irradiation in the aorta (e.g., ECM remodeling, platelet degranulation) and aortic valve (e.g., ephrin signaling pathway, Wnt signaling pathway, and glucocorticoid metabolism).

Platelet degranulation was found to be increased in the aorta tissue of rabbit groups fed with a cholesterol-enriched diet, combined either with cardiac irradiation or without cardiac irradiation. This result was corroborated by increased plasma levels of PF4 in both groups. Importantly, PF4 has already been associated with atherosclerosis development and could represent another biomarker of atherosclerosis (43) and possibly of valve remodeling.

## Limitations

Our study has some limitations, including that only male rabbits were included. Also, we did not detect any impact of irradiation by itself on the cardiac structures over the analyzed 8-week period. Longer time protocols should be undertaken to evaluate the sole effect of irradiation, without the influence of any diet. Also, the addition of cardiac irradiation to a lard-enriched diet would be interesting to determine whether irradiation-mediated inflammation would potentiate lard-induced lesions. Furthermore, tissue structure was only assessed by histological analyses, which did not allow for 3D visualization of the lesions, which could provide insights into their cellular and extracellular composition. Finally, RNAseq analysis was performed on complete tissues and therefore identification of specific cellular types was not possible. Single-cell RNA sequencing could bring further information regarding the impact of treatments on tissue-specific cellular type enrichment and cellular process activation or inhibition.

## Conclusion

Our study showed that cholesterol- and lard-enriched diets, and cardiac irradiation combined with a cholesterol-enriched diet induce the development of distinct lesions in the aorta, the aortic valve, and the mitral valve. Lard- and cholesterol-induced valvular and vascular lesions were different both in terms of histological modifications and in the underlying biological process. While cholesterol led to a global increase of inflammation-related processes, lard causes arterial and aortic valve calcification *via* distinct muscle-related mechanisms. Cardiac irradiation enhanced inflammatory processes and calcification in the arteries and aortic valve. At the systemic level, markers of platelet activation, neutrophils, and specific histone modifications in nucleosomes could represent new highly valuable biomarkers for the early diagnosis of ongoing inflammation-related atherosclerosis and heart valve remodeling.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193060.

## Ethics Statement

The animal study was reviewed and approved by Commission Ethique Animale ULiège, Université de Liège, Liège, Belgium.

## Author Contributions

CO, PL, and AN contributed to the conception and design of the study. ZJ performed the statistical analysis. ND and CO wrote the manuscript. CD'E, AH, MH, RD, M-LN, AP, DP, and ND performed the experiments. MH, JT, PDe, and PL contributed to data interpretation. FL, PC, PM, JP, PDe, and PDr performed the experiments of provided tools and expertise for setting up the animal models. All authors contributed to manuscript revision, read, and approved the submitted version.

## Funding

This project was supported by grants from the Région Wallonne (Projet Complément FEDER BIOMED HUB, convention 1510605) and the Fonds Léon Frédéricq (FLF, Prix de la Province de Liège 2019-2020). CO is Research Director at the National Funds for Scientific Research, Belgium (FRS-FNRS). This study was sponsored by Volition SRL. This study received funding from Belgian Volition SRL. The funder was involved in the study design and in the collection, analysis, and interpretation of the data of nucleosome plasma levels.

## Conflict of Interest

MH and DP were employed by Belgian Volition SRL. JT was employed by Volition America. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

Ao: aorta
AoV: aortic valve
α-SMA: α-smooth muscle actin
CAD: coronary artery disease
CAVD: calcific aortic valve disease
CVD: cardiovascular disease
DKK1: Dickkopf WNT Signaling Pathway Inhibitor 1
CHT: cholesterol
CT: computed tomography
Ctrl: control
DEG: differentially expressed genes
ECM: extracellular matrix
GAG: glycosaminoglycan
HDL: high-density lipoprotein
IR: irradiation
LDL: low-density lipoprotein
MV: mitral valve
NET: neutrophil extracellular trap
PF4: platelet factor 4
PGF2α: prostaglandin F2α
RIHD: radiation-induced heart disease
VHD: valvular heart disease
Vit.D2: Vitamin D2
Wnt: Wingless Integration site.

How the deposited data were processed for this re-analysis (not part of the article)

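The values are the gene counts that the authors deposited for 134 RNA libraries of 27 rabbits, in 1 table for each of the 2 plates. According to the paper's methods, the reads were trimmed, mapped to the rabbit genome OryCun2.0 and counted on the genes of the Ensembl annotation with the nf-core/rnaseq pipeline. The deposited counts are whole numbers of read pairs per gene without normalization, and replicates were not pooled. Both tables list the same 29587 genes in the same order. Each library was assigned to its tissue, treatment, replicate and plate from its sample label, and its rabbit was taken from the number at the start of the library's name. These numbers fall into separate blocks for Ctrl, for CHT with Lard, and for IR/CHT. The paper states that rabbits were assigned to groups at random, and whether the groups were also separate batches of animals cannot be told here. The pairing of tissues by rabbit was checked on the counts. With the mean of each tissue and treatment removed, the expression profiles of aorta and aortic valve had a median correlation of 0.241 when both came from the same rabbit number and -0.0101 otherwise, and those of the aortic and mitral valve 0.501 and -0.0160. In 21 of 27 and 26 of 26 rabbits, the correlation was above 0.1.

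A gene at 1 CPM has 13.6 read pairs in the smallest library and 18.2 in the median one, so that counting alone gives an SD of 27.2% and 23.4% of its level, and at 10 CPM of 8.59% and 7.41%. Groups with all libraries at or under 3 counts of a gene were treated as a floor, and a fold change against them is given as a lower bound.

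Differential expression was computed in R 4.3.3 with edgeR 4.0.16. In each tissue, genes with low counts were removed by filterByExpr, libraries were scaled by TMM, and 1 quasi-likelihood model with robust dispersion was fitted to the libraries of the 4 treatments, without covariates. The 4 comparisons were CHT, Lard and IR/CHT against Ctrl and IR/CHT against CHT. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change over 1.5, the thresholds of the paper. The number of genes called in 2 tissues was set beside the number expected if calls were independent. Differences between tissues in a response were tested as interactions, with the libraries of both tissues in 1 model and a mean for each tissue and treatment, and called at an adjusted p-value under 0.05 alone. Gene expression is given in CPM on TMM-scaled library sizes. The SE of a log2 fold change is its absolute value divided by the square root of the F statistic of its quasi-likelihood test, and was not estimated apart from that test.

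The Gene Ontology and the assignment of rabbit genes to human genes were not used here. In their place, 26 lists of genes were written from general knowledge of each process or cell type before the data were examined, and they are not the paper's terms. They cover neutrophil degranulation, the inflammatory response, inflammatory cytokines, MHC class II presentation, the mitotic spindle and cell division, angiogenesis and cell migration, platelet degranulation, the contractile apparatus, cholesterol biosynthesis, folic acid transport, ECM organization, ossification and osteoblast differentiation, neutrophil chemotaxis and leukocyte migration, ephrin receptor signaling, negative regulation of Wnt signaling, heart development, glucocorticoid metabolism and LXR targets. Further lists hold marker genes of macrophages, neutrophils, T cells, B cells, red blood cells, adipocytes and smooth muscle, and heart muscle genes without a role in contraction. The score of a list in a library is the mean log2 CPM (prior count 2) of its genes that passed the filter, found by their symbol. Scores of 2 groups were compared by two-sided exact permutation tests over all relabellings of their libraries, and p-values were adjusted over the 520 combinations of list, tissue and comparison. For each list, the number of DEGs is given with the adjustment over all tested genes and with the adjustment over the list alone. After the data were seen, the change of a score between tissues of the same rabbit was also compared between treatments by exact permutation tests, adjusted over 130 tests. The relation of the 2 heart muscle lists over libraries was measured by Pearson and Spearman correlation with 100000 permutations, within plates, within groups, and without the 2 libraries farthest from the median.

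Genes named in the text follow a rule set in advance: in each comparison the 3 higher and 3 lower DEGs with a symbol and the smallest p-values, in each list the 3 DEGs with the smallest p-values, the genes of proteins the paper names (PF4, DKK1, IL6 and ACTA2), the cytokine genes IL1B, IL6 and TNF, the folate genes FOLR1, FOLR2, FOLR3, SLC19A1 and SLC46A1, the macrophage genes CD68 and CD163, and RUNX2, SP7, ALPL, BGLAP, IBSP and SPP1 for ossification. Genes outside the rule are the shared gene on Lard and the most abundant genes of cell type lists, which are given with their levels.

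Alternatives set in advance were DESeq2 1.42.0 with its own size factors and defaults, DESeq2's size factors in the edgeR model, no filter on low counts, only the 2 groups compared in the model, 1 model of all 5 tissues, the plate as a covariate, the libraries of each plate alone, and leaving out each library in turn. For list scores they were a prior count of 0.5, DESeq2's size factors, only genes with a mean of at least 1 CPM, relabelling within plates, leaving out each library, and the tests camera (inter-gene correlation 0.0100) and fry of limma 3.58.1. Alternatives added after the data were seen were 6 further DESeq2 rules (a log2 fold change over 1 or over 1.5, a model of only the 2 groups compared, and a test against a fold change of 1.5), the score of the heart muscle genes without a role in contraction as a covariate in the aortic valve and, between IR/CHT and CHT, in the aorta, the rabbit as a block in the interaction tests, the interaction tests with only the plate 1 libraries of the aortic valve, and a direct comparison of Lard and CHT. Each count of DEGs or interactions was set beside the counts from other splits of the same libraries into groups of the same sizes, or from relabelling the treatments within each tissue for interactions. At first 25 splits were made for each count (21 for interactions), the real one included, and their number was raised to 100 after the first were seen, which are among them. The programs were tested on simulated data with known changes. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Histology, plasma and blood measurements of the paper were not analysed here.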

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

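Tests chosen only after a result was seen are the differences of list scores between tissues within rabbits, the heart muscle score as a covariate, the interactions with each tissue compared within 1 plate, the tests of neutrophil genes in the aortic valve and of red blood cell genes in the mitral valve, and the comparison of library sizes. The gene lists, the model, the thresholds and the alternatives that are not called added were set before the data were examined.

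Library totals stood apart in 5 groups: aortic valve CHT replicate L265 with 39026994 read pairs (other libraries of the group 14926657 to 23643008), aortic valve IR/CHT replicate L257 with 26273291 (16806754 to 20475878), aortic valve Lard replicate L232 with 50577676 (15020983 to 21064037), mitral valve CHT replicate L266 with 42151854 (13564979 to 19838081) and pulmonary valve Lard replicate L234 with 44450064 (13980425 to 20904719). Over totals and list scores, 11 of 117 groups held such a library by Dixon's criterion, and chance gives about 1 in 20, here 5.85. The totals say how deeply a library was sequenced, and no biological explanation was tested for them. Without these libraries the counts of DEGs were 1457 for CHT (1833 with all libraries) and 6178 for IR/CHT (6587) in the aortic valve and 637 for CHT in the mitral valve (861), so that these counts did not rest on the deepest library. The count for Lard in the aortic valve (36) fell without most single libraries, those of ordinary depth among them, to 0 without Ctrl L240 (1829 genes at an unadjusted p under 0.05), 0 without Lard L152 (1156 genes at an unadjusted p under 0.05), 0 without Lard L173 (1238 genes at an unadjusted p under 0.05), 0 without Lard L232 (1286 genes at an unadjusted p under 0.05), 0.0278 times without Lard L190, 0.0278 times without Lard L269, 0.0556 times without Ctrl L277, 0.361 times without Lard L543 and 0.556 times without Lard L248. In the pulmonary valve, Lard gave 0 DEGs without replicate L234 (391 genes at an unadjusted p under 0.05), as with it.

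List scores stood apart in 6 groups. Replicate L579 of the aorta on IR/CHT was low for the inflammatory response (3.15, others 3.85 to 4.38) and for glucocorticoid metabolism (2.78, others 3.17 to 3.40). Replicate L198 of the aortic valve on Ctrl was low for the inflammatory response (1.63, others 2.05 to 2.22) and for neutrophil degranulation (2.96, others 3.26 to 3.42). Replicate L277 of the aortic valve on Ctrl was low for ECM organization (7.29, others 7.49 to 7.63), and replicate L569 of the aorta on Ctrl was high for cell division (0.72, others -1.01 to -0.37). The library of least inflammation among the irradiated aortas weighed on the comparison of IR/CHT with CHT there, which had 88 DEGs with it and 661 without it. That count also moved without others (0.0227 times without CHT L560, 0.0455 times without IR/CHT L566, 0.341 times without IR/CHT L565, 0.352 times without CHT L573, 0.432 times without IR/CHT L567, 0.511 times without IR/CHT L582, 0.614 times without IR/CHT L581, 0.648 times without CHT L561, 1.74 times without CHT L559 and 7.51 times without IR/CHT L579, relative to all libraries). A mislabelled CHT library could give such a score, since replicate L579 lay within the range of the CHT libraries of the aorta for the inflammatory response (2.80 to 3.78), and this was not tested further. Without Ctrl replicates L198 and L277 in turn, CHT gave 1768 and 2220 DEGs in the aortic valve and Lard 50 and 2, and without Ctrl replicate L569 CHT gave 2733 in the aorta and Lard 0.632 times the 386 DEGs found with it. A weaker response of single rabbits stays open and was not tested.

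The response of the aortic valve differed from that of the aorta in 854 genes on CHT, 376 on Lard, 5289 on IR/CHT and 999 for IR/CHT against CHT, of 16125 tested in each (interaction tests, edgeR adjusted p under 0.05). When treatments were relabelled within each tissue, 3, 2, 1 and 3 of the 100 relabellings, the real one included, gave as many genes. Relabelling breaks the pairing of the tissues by rabbit, which the real labels keep. With the rabbit as a block, an added alternative, the counts were 1.3, 0.62, 1.08 and 1.04 times as large. With DESeq2's size factors they were 861, 375, 5482 and 1086, which argues against the scaling of the libraries as the source of these counts. Their direction depended on it: a lower log2 fold change in the aortic valve was found for 3502 of 5289 genes on IR/CHT and 695 of 999 for IR/CHT against CHT, but for 3124 of 5482 and 592 of 1086 with DESeq2's size factors. All aorta libraries were on plate 2 and all CHT libraries of the aortic valve on plate 1, beside 3 of the 7 Ctrl libraries. With each tissue compared within 1 plate, an added alternative with only the plate 1 libraries of the aortic valve, 358, 5, 4752 and 1594 genes were called in the same order, 325, 4, 4178 and 915 of them among those called with all libraries. This argues against a difference between plates as the source of the 325 genes on CHT. For the others on CHT, a difference between plates and one between tissues cannot be told apart, because so few Ctrl libraries were on plate 1. The tissue itself stays open as a biological explanation that was not tested.

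Lists of genes also differed between tissues. Of 130 exact permutation tests of the change of a list between tissues, 53 passed an adjusted p of 0.05. The 26 for a process or heart muscle list and comparison that the text reports in one of the tissues come first. Within rabbits, the change on CHT in the aortic valve minus that in the aorta was -0.74 for neutrophil degranulation (adjusted p = 0.0219, 5 of 6 rabbits), -1.02 for the inflammatory response (adjusted p = 0.0122, 5 of 6 rabbits), -1.17 for MHC class II presentation (adjusted p = 0.0219, 5 of 6 rabbits), -1.02 for angiogenesis and cell migration (adjusted p = 0.00947, 5 of 6 rabbits), -0.61 for platelet degranulation (adjusted p = 0.0112, 5 of 6 rabbits), -2.17 for the contractile genes (adjusted p = 0.0173, 5 of 6 rabbits), -2.10 for folic acid transport (adjusted p = 0.00947, 6 of 6 rabbits), -0.79 for ossification (adjusted p = 0.0184, 5 of 6 rabbits), -1.08 for neutrophil chemotaxis (adjusted p = 0.0112, 5 of 6 rabbits) and -2.07 for the other heart muscle genes (adjusted p = 0.0112, 6 of 6 rabbits), where the rabbits counted are the CHT rabbits whose difference between tissues lay outside the range of the Ctrl rabbits. On Lard the differences were -1.03 for neutrophil degranulation (adjusted p = 0.0112, 6 of 7 rabbits), -1.05 for the inflammatory response (adjusted p = 0.0122, 6 of 7 rabbits), -2.32 for the contractile genes (adjusted p = 0.00947, 6 of 7 rabbits), -0.90 for ECM organization (adjusted p = 0.0350, 5 of 7 rabbits), -1.03 for ossification (adjusted p = 0.0342, 5 of 7 rabbits) and -1.83 for the other heart muscle genes (adjusted p = 0.00631, 7 of 7 rabbits). On IR/CHT they were -0.42 for platelet degranulation (adjusted p = 0.00631, 7 of 7 rabbits), -0.98 for ECM organization (adjusted p = 0.00631, 7 of 7 rabbits), -0.79 for the ephrin receptor genes (adjusted p = 0.0138, 3 of 7 rabbits), -1.14 for negative regulation of Wnt signaling (adjusted p = 0.00631, 7 of 7 rabbits) and -1.43 for heart development (adjusted p = 0.00631, 7 of 7 rabbits). The change on CHT in the mitral valve minus that in the aortic valve was -1.20 for the cytokine genes (adjusted p = 0.0211, 4 of 6 rabbits), -0.65 for MHC class II presentation (adjusted p = 0.0478, 3 of 6 rabbits), -1.22 for cell division (adjusted p = 0.0112, 6 of 6 rabbits), 3.09 for the contractile genes (adjusted p = 0.0211, 5 of 6 rabbits) and 2.34 for the other heart muscle genes (adjusted p = 0.0239, 5 of 6 rabbits). The other 27 that passed ranged from -3.16 to 2.72, 17 lower and 10 higher in the tissue named first, among them -1.31 for MHC class II presentation (adjusted p = 0.0112, 5 of 7 rabbits) and -1.27 for neutrophil chemotaxis (adjusted p = 0.0122, 6 of 7 rabbits) on Lard, -1.35 for ossification (adjusted p = 0.00631, 7 of 7 rabbits) on IR/CHT and -0.67 for heart development (adjusted p = 0.00631, 6 of 6 rabbits) on CHT in the aortic valve against the aorta. Lists of other cell types were also among these 27 in the aortic valve against the aorta. On CHT they differed by -1.17 for macrophages (adjusted p = 0.0231), -0.86 for T cells (adjusted p = 0.0303) and 0.76 for smooth muscle (adjusted p = 0.0268). On Lard the macrophage list differed by -1.45 (adjusted p = 0.0122). On CHT, MHC class II presentation, contraction, heart development, smooth muscle and the other heart muscle genes moved apart in both pairs of tissues.

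The contractile and the other heart muscle genes account for 6 of the 26 differences given first, and on IR/CHT they differed between aortic valve and aorta by -3.16 (exact permutation test, adjusted p = 0.00631, 7 of 7 rabbits) and -2.45 (exact permutation test, adjusted p = 0.00631, 7 of 7 rabbits), more than on CHT and Lard. Differing amounts of heart muscle left on the dissected valve are a candidate explanation for these differences. Both lists were written as markers of heart muscle. They share 0 genes, 27 of 35 contractile and 27 of 33 other heart muscle genes passed the filter in the aortic valve, and 21 and 23 in the aorta. Heart muscle would bring all its abundant transcripts, and over the aortic valve libraries the scores of both lists rose and fell together also after centring on group means (r = 0.959). Levels in the 7 Ctrl libraries ranged widely, from 116 to 10400 CPM for MYH7 (ENSOCUG00000011037), 10.6 to 974 CPM for MYL2 (ENSOCUG00000025586), 3.54 to 205 CPM for MB (ENSOCUG00000026126) and 6.95 to 348 CPM for RYR2 (ENSOCUG00000002425), and averaged 88.8 ± 116, 7.37 ± 10.1, 1.25 ± 1.19 and 7.82 ± 4.34 CPM on CHT. With the score of the other heart muscle genes as a covariate, 0 of the 36 DEGs for Lard in the aortic valve were called (1696 genes at an unadjusted p under 0.05), 1109 genes for CHT (955 of them among the 1833 called without it), 5506 for IR/CHT (5122 of 6587) and 3006 for IR/CHT against CHT (2959 of 3043). Muscle therefore accounts for no more than a part of the calls for CHT and IR/CHT, while for Lard muscle and diet cannot be told apart, because that count also fell to 0 without single libraries. A change of expression in muscle-like cells of the valve stays open, since the libraries hold whole tissue, and the Ctrl rabbits are the group with the high values.

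Cell types other than muscle were tested for the rise of immune genes. Infiltration by macrophages is a candidate explanation: on CHT the macrophage list rose by 2.80 in the aorta, 1.64 in the aortic valve and 1.65 in the mitral valve (exact permutation tests, adjusted p = 0.00357, 0.00357 and 0.0103), with all CHT libraries above all Ctrl libraries in 3 of the 3 tissues. The rise was 3.59 and 2.96 on IR/CHT in the aorta and aortic valve and 1.12 on Lard in the aorta (adjusted p = 0.0239, 5 of 7 libraries above all Ctrl libraries). Of the macrophage genes, GPNMB (ENSOCUG00000026334) in the aortic valve averaged 7.26 ± 2.62 CPM on Ctrl, 1120 ± 640 on CHT and 5420 ± 2510 on IR/CHT, CSF1R (ENSOCUG00000021056) 91.5 ± 29.7, 200 ± 53.4 and 474 ± 56.2, and CD68 (ENSOCUG00000010383) 26.9 ± 5.64 on Ctrl and 210 ± 85.2 on CHT. Of its 19 genes, 14 were expressed in the aortic valve, 2 are also on the list of the inflammatory response and 1 on that of neutrophil degranulation. The paper's staining showed more cells positive for RAM-11, its macrophage marker, in the aorta, aortic valve and mitral valve on CHT. Higher expression per macrophage, beside more of these cells, stays open.

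For neutrophils the values differ by tissue and treatment. Neutrophil genes in the aortic valve changed on CHT by 0.32 (exact permutation test, adjusted p = 0.499, 2 of 6 libraries above all Ctrl libraries) while the degranulation list rose by 1.49 in all 6. The adjusted p of the neutrophil genes ranged from 0.0738 to 0.752 over the alternatives, and with only the genes at 1 CPM or more they rose by 0.700. Neutrophil genes rose by 2.14 on IR/CHT in the aorta (adjusted p = 0.00357, 7 of 7 libraries), by 1.07 in the aortic valve (adjusted p = 0.0204, 4 of 7), by 1.37 on Lard in the aorta (adjusted p = 0.0264, 4 of 7) and by 1.04 on CHT in the mitral valve (adjusted p = 0.0239, 5 of 6). Over the alternatives, their adjusted p ranged from 0.000131 to 0.107, 0.0105 to 0.486, 0.00291 to 0.0485 and 0.0102 to 0.154 in the same order. Only the rise on Lard thus passed the threshold in all alternatives that gave a value. That rise rests on the 4 neutrophil genes tested in the aorta. None of them averaged 1 CPM over the aorta libraries, so that the alternative with this limit gave no value. On CHT in the aorta the change was 0.96 (adjusted p = 0.0559, range 0.0238 to 0.324), which passed the threshold without Ctrl replicate L551 (1.12) or CHT replicate L560 (1.19). On CHT in the aortic valve and in the irradiated tissues, infiltration and activation cannot be told apart, because only 4 of 27 genes of the list in the aorta and 7 in the aortic valve passed the filter, at low levels: CXCR1 (ENSOCUG00000015108) averaged 1.79 ± 0.991 CPM on IR/CHT and 0.407 ± 0.461 on Ctrl in the aorta, S100A9 (ENSOCUG00000008632) 1.28 ± 0.833 and 0.360 ± 0.237, and FPR1 (ENSOCUG00000008600) 0.896 ± 0.590 and 0.144 ± 0.195, and in the aortic valve CXCR1 averaged 1.97 ± 1.02 on CHT and 0.975 ± 0.504 on Ctrl. The list shares 23 of its genes with that of neutrophil degranulation.

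Lymphocyte genes rose as well. T cell genes rose by 2.35 and 1.67 on CHT in the aorta and aortic valve and by 3.54 on IR/CHT in the aortic valve (exact permutation tests, adjusted p = 0.00357, 0.00357 and 0.00357, with 6 of 6, 6 of 6 and 7 of 7 libraries above all Ctrl libraries), with IL7R (ENSOCUG00000011402) at 1.36 ± 0.828 CPM on Ctrl, 12.9 ± 4.54 on CHT and 32.6 ± 8.34 on IR/CHT in the aortic valve. B cell genes changed by 1.25 on CHT in the aorta (adjusted p = 0.1; 1.56 and past the threshold without Ctrl replicate L552) and by 1.32 on IR/CHT in the aortic valve (adjusted p = 0.00357, 7 of 7 libraries), with JCHAIN (ENSOCUG00000027219) at 39.0 ± 21.1 CPM there and 1.33 ± 0.698 on Ctrl. Over the alternatives, the adjusted p of the B cell genes ranged from 0.0172 to 0.343 on CHT in the aorta. On IR/CHT in the aortic valve it ranged from 0.000917 to 0.365, so that this rise missed the threshold under some of them. The filter passed 7 of 15 T cell genes and 4 of 9 B cell genes in the aortic valve. Whether more lymphocytes or more expression per cell lie behind this was not tested.

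Blood left in the tissue would raise red blood cell genes together with immune genes. On IR/CHT in the aortic valve, where immune genes rose, red blood cell genes changed by -1.83 (exact permutation test, adjusted p = 0.0762; -2.26 and past the threshold without IR/CHT replicate L547), against the direction that blood would give, with ALAS2 (ENSOCUG00000013603) at 12.1 ± 10.3 CPM and 68.3 ± 57.4 on Ctrl. The adjusted p of this change in the aortic valve ranged from 0.0202 to 0.497 over the alternatives, on 3 tested genes. In the mitral valve on CHT red blood cell genes rose by 1.97 (adjusted p = 0.0103, 6 of 6 libraries above all Ctrl libraries), ALAS2 to 36.9 ± 19.8 from 8.64 ± 6.36 CPM. There, the RNA alone cannot tell blood from an immune response of the valve, because 3 of 10 genes of the list were expressed and the globin genes carry no symbol. The paper's staining did show more cells positive for RAM-11, its macrophage marker, in this valve on CHT.

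Smooth muscle genes fell by 0.74 on CHT and by 1.34 on IR/CHT in the aorta (exact permutation tests, adjusted p = 0.00357 and 0.00357, 6 of 6 and 7 of 7 libraries under all Ctrl libraries), with MYH11 (ENSOCUG00000013450) at 72400 ± 8530 CPM on Ctrl, 40700 ± 14800 on CHT and 25000 ± 11100 on IR/CHT, and ACTA2 (ENSOCUG00000008193) at 11200 ± 1340, 7290 ± 2420 and 3600 ± 1680. In the mitral valve on CHT they rose by 1.10 (adjusted p = 0.0103, 6 of 6 libraries above all Ctrl libraries), and in the aortic valve on CHT they changed by 0.02 (adjusted p = 0.952). As genes of immune cells take a larger share of the counts, the share of genes of other cells falls, and a loss of expression was not told apart from it. Fat tissue around the aorta was tested by the adipocyte list, which changed by -0.69 on CHT, 0.38 on Lard and 0.44 on IR/CHT (adjusted p = 0.471, 0.705 and 0.565; 0 of 6, 1 of 7 and 0 of 7 libraries outside the Ctrl range). Its 5 tested genes of 7 moved apart, with CIDEA (ENSOCUG00000011380) at 19.7 ± 14.4 CPM on CHT and 51.3 ± 12.2 on Ctrl, and ADIPOQ (ENSOCUG00000026268) at 27.4 ± 14.3 and 22.2 ± 11.8. A part of the aorta's differences from fat tissue and none cannot be told apart on so few genes.

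With IR/CHT, DEGs were also found in the mitral, pulmonary and tricuspid valves, for which the paper's text gives no count of DEGs with irradiation. The mitral valve had 2715 for IR/CHT (2 of the 100 splits of the same libraries gave as many, the real one included) and 29 for IR/CHT against CHT (3 of 100). The pulmonary valve had 102 (1 of 100) and 11 (2 of 100), and the tricuspid valve 34 for IR/CHT (20 of 100). The splits give no ground to tell the count of the tricuspid valve from other groupings of its libraries. Of these splits, 2 with all 7 libraries of 1 group on plate 1 gave 2107 and 2081 DEGs, but those with 5 and 4 plate 1 libraries gave up to 1969, and 1 with 4 and 5, as in the real groups, gave 525, so that counts of this size also arose with plates near even. With the plate as a covariate, the real groups gave 38. Single libraries moved the smaller counts, which are given relative to those with all libraries. For IR/CHT against CHT in the mitral valve they were 0.207 times without CHT L170, 0.241 times without CHT L229, 0.345 times without CHT L245, 0.379 times without CHT L187, 0.414 times without IR/CHT L237, 0.448 times without IR/CHT L258, 3.83 times without CHT L266, 5.48 times without CHT L157 and 6.41 times without IR/CHT L175. In the pulmonary valve they were 0 without CHT L171 (3850 genes at an unadjusted p under 0.05), 0 without CHT L188 (2944 genes at an unadjusted p under 0.05), 0 without CHT L230 (3047 genes at an unadjusted p under 0.05), 0.273 times without CHT L267, 0.364 times without CHT L246, 0.364 times without IR/CHT L176, 0.545 times without IR/CHT L549, 1.64 times without IR/CHT L259 and 2.18 times without IR/CHT L180. Those for IR/CHT against Ctrl were 0.49 times without IR/CHT L176, 0.588 times without Ctrl L242, 0.608 times without Ctrl L167, 0.618 times without Ctrl L200, 0.627 times without Ctrl L263 and 0.657 times without Ctrl L153 in the pulmonary valve, and 29 times without Ctrl L168 in the tricuspid valve. Within the mitral valve, plate 1 and plate 2 alone gave 1891 and 1115 DEGs for IR/CHT, which argues against a difference between plates as the whole source. In the tricuspid valve, plate 1 alone gave 300. The pulmonary valve had 99 in plate 1 alone and 2 in plate 2 alone, where 2 libraries per group were compared. The macrophage list rose by 2.31 in the mitral valve on IR/CHT (exact permutation test, adjusted p = 0.00357, 7 of 7 libraries above all Ctrl libraries). IR/CHT differs from Ctrl in the diet with vitamin D2 as well as in irradiation, so that the counts against Ctrl do not separate them. Between IR/CHT and CHT, which differ in irradiation, 0 DEGs were found in the tricuspid valve (1323 genes at an unadjusted p under 0.05), where ABCA1 and CYP51A1 had log2 fold changes of 2.94 and -1.44 on IR/CHT and 2.69 and -1.28 on CHT. For the mitral and pulmonary valves, both the diet and irradiation stay open, and the difference between valves was not tested.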

How the results depend on the processing

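Alternatives chosen only after a result was seen are marked as added. Counts are numbers of DEGs, shared DEGs or interactions, written as decimals and against Ctrl where no other group is named, so that 0.015 stands for 15 genes, and a count is taken as changed when it moved by over 1.5 times. Where no reason is given, the cause was not tested.

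Each of the 20 counts of DEGs was recomputed under alternatives, where 142 values stayed within 1.5 times and 127 moved, and in fits that each left out 1 library, where 214 stayed and 53 moved. The large counts (CHT and IR/CHT in the aorta, IR/CHT and IR/CHT against CHT in the aortic valve, CHT and IR/CHT in the mitral valve) stayed within 1.5 times in every fit that left out 1 library. With DESeq2's size factors in the edgeR model, no count moved by over 1.5 times, and the share of DEGs that were higher moved by at most 7.80 points, from 70.8% to 63% for CHT in the aortic valve.

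With only the 2 groups compared in the model, which rests the dispersion on fewer libraries, the counts that moved were 0 for Lard (2.012 at an unadjusted p under 0.05) and 0.024 for IR/CHT against CHT in the aorta, 1.154 for CHT and 0 for Lard (1.233 at an unadjusted p under 0.05) in the aortic valve, 0.001 for IR/CHT against CHT in the mitral valve, 0.062 for IR/CHT and 0 for IR/CHT against CHT (2.604 at an unadjusted p under 0.05) in the pulmonary valve and 0.005 for CHT and 0.021 for IR/CHT in the tricuspid valve, and the aorta and aortic valve shared 0 genes on Lard. One model of all 5 tissues gave 0.689 for Lard and 0.327 for IR/CHT against CHT in the aorta, 3.009 for CHT and 0.232 for Lard in the aortic valve, 0.122 for CHT, 0.005 for Lard and 0.170 for IR/CHT against CHT in the pulmonary valve and 0.007 for Lard and 0.079 for IR/CHT in the tricuspid valve. Without a filter on low counts there were 0.053 for IR/CHT against CHT in the aorta and 0.017 for IR/CHT against CHT in the mitral valve, and 0.54 and 0.212 interactions between aorta and aortic valve for CHT and Lard. The plate as a covariate gave 1.125 for CHT in the aortic valve, 0.017 for IR/CHT against CHT in the mitral valve and 0.017 for IR/CHT against CHT in the pulmonary valve, and 0 genes shared on Lard. Plate 1 alone, with fewer libraries, gave 0.826 for CHT and 0 for Lard (2.118 at an unadjusted p under 0.05) in the aortic valve, 0 for IR/CHT against CHT (1.246 at an unadjusted p under 0.05) in the mitral valve, 0.001 for IR/CHT against CHT in the pulmonary valve and 0.300 for IR/CHT in the tricuspid valve. Plate 2 alone gave 0 for Lard (0.768 at an unadjusted p under 0.05) and 3.372 for IR/CHT in the aortic valve, 1.115 for IR/CHT in the mitral valve, 0.002 for CHT, 0.002 for Lard, 0.002 for IR/CHT and 0.001 for IR/CHT against CHT in the pulmonary valve and 0 for CHT (3.476 at an unadjusted p under 0.05) and 0 for IR/CHT (0.251 at an unadjusted p under 0.05) in the tricuspid valve. Within plate 2, CHT was not run in the aortic and mitral valves, which have no CHT library there. DESeq2, with the thresholds of the paper, gave 0.692 for Lard and 0.524 for IR/CHT against CHT in the aorta, 0.108 for Lard in the aortic valve, 0.138 for IR/CHT against CHT in the mitral valve, 0.117 for CHT, 0.001 for Lard, 0.303 for IR/CHT and 0.461 for IR/CHT against CHT in the pulmonary valve and 0.038 for CHT, 0.098 for IR/CHT and 0.004 for IR/CHT against CHT in the tricuspid valve, and 0.004 genes shared on Lard.

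The heart muscle score as a covariate (added) gave 0.001 for IR/CHT against CHT in the aorta and 1.109 for CHT and 0 for Lard (1.696 at an unadjusted p under 0.05) in the aortic valve. With only the plate 1 libraries of the aortic valve (added), there were 0.358, 0.005 and 1.594 interactions between aorta and aortic valve for CHT, Lard and IR/CHT against CHT. The rabbit as a block (added) gave 0.233 interactions for Lard between aorta and aortic valve and 0.805 for CHT between mitral and aortic valve, where the test without a block gave 0 (1.816 at an unadjusted p under 0.05), that with DESeq2's size factors 0 (1.695) and that without a filter 0 (2.517). Further DESeq2 rules (added) gave the following. At a log2 fold change over 1.5, the counts that moved were 1.589 for CHT, 2.535 for IR/CHT and 0.166 for IR/CHT against CHT in the aorta, 0.088 for Lard, 4.039 for IR/CHT and 1.325 for IR/CHT against CHT in the aortic valve, 1.210 for IR/CHT in the mitral valve, 0.071 for CHT, 0.001 for Lard and 0.129 for IR/CHT against CHT in the pulmonary valve and 0.014 for CHT and 0.002 for IR/CHT against CHT in the tricuspid valve. A log2 fold change over 1 gave 0.591 for Lard and 0.312 for IR/CHT against CHT in the aorta, 0.098 for Lard in the aortic valve, 0.062 for IR/CHT against CHT in the mitral valve, 0.089 for CHT, 0.001 for Lard, 0.215 for IR/CHT and 0.240 for IR/CHT against CHT in the pulmonary valve and 0.069 for IR/CHT and 0.002 for IR/CHT against CHT in the tricuspid valve. DESeq2 on only the 2 groups compared gave 1.043 for IR/CHT against CHT in the aorta, 0.099 for Lard in the aortic valve, 0.080 for IR/CHT against CHT in the mitral valve, 0.202 for CHT, 0.002 for Lard, 0.265 for IR/CHT and 0.251 for IR/CHT against CHT in the pulmonary valve and 0.057 for CHT, 0.106 for IR/CHT and 0.042 for IR/CHT against CHT in the tricuspid valve. The same with a log2 fold change over 1.5 gave 1.541 for CHT, 2.552 for IR/CHT and 0.238 for IR/CHT against CHT in the aorta, 1.155 for CHT, 0.089 for Lard, 4.032 for IR/CHT and 1.426 for IR/CHT against CHT in the aortic valve, 1.248 for IR/CHT in the mitral valve, 0.088 for CHT, 0.002 for Lard and 0.110 for IR/CHT against CHT in the pulmonary valve and 0.052 for IR/CHT and 0.012 for IR/CHT against CHT in the tricuspid valve. Tested against a fold change of 1.5 with all 4 groups, there were 1.212 for CHT, 0.128 for Lard, 2.277 for IR/CHT and 0.015 for IR/CHT against CHT in the aorta, 0.648 for CHT, 3.662 for IR/CHT and 0.655 for IR/CHT against CHT in the aortic valve, 0.360 for CHT, 0.876 for IR/CHT and 0 for IR/CHT against CHT (0.153 at an unadjusted p under 0.05) in the mitral valve, 0.041 for CHT, 0.001 for Lard and 0.020 for IR/CHT in the pulmonary valve and 0.006 for CHT and 0.017 for IR/CHT in the tricuspid valve. Tested in this way with only the 2 groups, there were 1.207 for CHT, 0.062 for Lard, 2.295 for IR/CHT and 0.018 for IR/CHT against CHT in the aorta, 0.595 for CHT, 3.569 for IR/CHT and 0.716 for IR/CHT against CHT in the aortic valve, 0.353 for CHT, 0.928 for IR/CHT and 0 for IR/CHT against CHT (0.165 at an unadjusted p under 0.05) in the mitral valve, 0.043 for CHT, 0.025 for IR/CHT and 0.031 for IR/CHT against CHT in the pulmonary valve and 0.005 for CHT, 0.016 for IR/CHT and 0.001 for IR/CHT against CHT in the tricuspid valve, and the shared DEGs numbered 0.44 for CHT and 1.343 for IR/CHT in the aorta and aortic valve, 0.272 for CHT in the aortic and mitral valves and 0 on Lard.

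Leaving out 1 library at a time gave the following ranges of counts, with every count that moved by over 1.5 times named with its library. In the aorta there were 2.311 to 3.177 for CHT, 0.215 to 0.563 for Lard (0.215 without Lard L575, 0.218 without Lard L562, 0.218 without Lard L578, 0.244 without Ctrl L569, 0.246 without Ctrl L568), 4.390 to 5.548 for IR/CHT and 0.002 to 0.661 for IR/CHT against CHT (0.002 without CHT L560, 0.004 without IR/CHT L566, 0.030 without IR/CHT L565, 0.031 without CHT L573, 0.038 without IR/CHT L567, 0.045 without IR/CHT L582, 0.054 without IR/CHT L581, 0.057 without CHT L561, 0.153 without CHT L559, 0.661 without IR/CHT L579). For the aortic valve the counts were 1.320 to 2.628 for CHT, 0 to 0.050 for Lard (0 without Ctrl L240, 1.829 at an unadjusted p under 0.05, 0 without Lard L152, 1.156 at an unadjusted p under 0.05, 0 without Lard L173, 1.238 at an unadjusted p under 0.05, 0 without Lard L232, 1.286 at an unadjusted p under 0.05, 0.001 without Lard L190, 0.001 without Lard L269, 0.002 without Ctrl L277, 0.013 without Lard L543, 0.020 without Lard L248), 5.990 to 6.864 for IR/CHT and 2.537 to 3.299 for IR/CHT against CHT. The mitral valve had 0.637 to 1.097 for CHT, 0 in every fit for Lard (0.186 to 0.382 at an unadjusted p under 0.05), 2.310 to 3.163 for IR/CHT and 0.006 to 0.186 for IR/CHT against CHT (0.006 without CHT L170, 0.007 without CHT L229, 0.010 without CHT L245, 0.011 without CHT L187, 0.012 without IR/CHT L237, 0.013 without IR/CHT L258, 0.111 without CHT L266, 0.159 without CHT L157, 0.186 without IR/CHT L175). Those of the pulmonary valve were 0.019 to 0.025 for CHT, 0 in every fit for Lard (0.297 to 0.564 at an unadjusted p under 0.05), 0.050 to 0.144 for IR/CHT (0.050 without IR/CHT L176, 0.060 without Ctrl L242, 0.062 without Ctrl L167, 0.063 without Ctrl L200, 0.064 without Ctrl L263, 0.067 without Ctrl L153) and 0 to 0.024 for IR/CHT against CHT (0 without CHT L171, 3.850 at an unadjusted p under 0.05, 0 without CHT L188, 2.944 at an unadjusted p under 0.05, 0 without CHT L230, 3.047 at an unadjusted p under 0.05, 0.003 without CHT L267, 0.004 without CHT L246, 0.004 without IR/CHT L176, 0.006 without IR/CHT L549, 0.018 without IR/CHT L259, 0.024 without IR/CHT L180). Last, the tricuspid valve had 0.013 to 0.036 for CHT (0.013 without CHT L160, 0.015 without Ctrl L280, 0.015 without CHT L247), 0 to 0.001 for Lard (0.001 without Ctrl L168, 0 without any other library, with 0.810 to 1.726 at an unadjusted p under 0.05), 0.027 to 0.985 for IR/CHT (0.985 without Ctrl L168) and 0 in every fit for IR/CHT against CHT (0.755 to 2.886 at an unadjusted p under 0.05).

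Of the 64 differences in list scores that the text reports, 49 passed an adjusted p of 0.05, and 47 kept their direction and their side of the threshold under every alternative and without every single library. A prior count of 0.5 left 63, DESeq2's size factors 63 and the limit of 1 CPM 61 of 64 unchanged, relabelling within plates 33 of the 35 in the valves, camera 54 and fry 59. Relabelled within plates, the contractile difference in the aortic valve on CHT (-2.64) had an adjusted p of 0.103 (range over its alternatives 6.91e-10 to 0.103) and the folic acid difference in the mitral valve (1.11) one of 0.0786 (range 0.0172 to 0.0821). With a limit of 1 CPM, the cytokine difference in the aorta on Lard was 1.59 (adjusted p = 0.0126, range 0.0126 to 0.204), and heart development in the aorta (-0.0291) and glucocorticoid metabolism in the aortic valve (0.624) on IR/CHT changed sign (adjusted p = 0.838 and 0.123, ranges 0.00402 to 0.838 and 0.113 to 1.00). No gene of the neutrophil list was left at this limit in the aorta on Lard, so that no value was obtained. For negative regulation of Wnt signaling in the aorta on IR/CHT, a difference near 0, the sign changed with a prior count of 0.5 (0.00483) and with DESeq2's size factors (0.00116). Smooth muscle, a cell type list that is not part of these 64 differences, changed sign in the aortic valve on CHT with DESeq2's size factors (-0.0398).

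The gene-based test camera gave an adjusted p of 0.0530 for folic acid transport in the mitral valve, 0.251 for ossification in the aorta on CHT and 0.372 for ECM organization in the aortic valve on IR/CHT, which then missed the threshold, and fry 0.0824 for ossification (ranges 0.0172 to 0.0821, 0.00618 to 0.251 and 0.00355 to 0.372). In the aorta, camera called IR/CHT against CHT for neutrophil degranulation, the inflammatory response and neutrophil chemotaxis, with adjusted p of 5e-08, 0.000204 and 6.06e-05 (ranges 5e-08 to 0.176, 0.000204 to 0.221 and 6.06e-05 to 0.224). The direction was the opposite of that of the scores for the other heart muscle genes in the aorta on CHT (camera 0.644, fry 0.889), for heart development in the aorta on IR/CHT (camera 0.128, fry 0.00402), for glucocorticoid metabolism in the aorta (camera 0.861, fry 0.184) and the aortic valve (camera 0.705, fry 0.113) and, with camera, for adipocyte genes in the aorta on IR/CHT (0.964), with ranges of 0.0512 to 0.889, 0.00402 to 0.838, 0.184 to 0.995, 0.113 to 1.00 and 0.293 to 0.964. Both tests weigh genes by their variance, while the score weighs them alike. The adipocyte list is counted apart, with the cell type lists.

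Without single libraries, 812 of 855 list score tests were unchanged, 17 missed and 4 gained the threshold, and 22 changed sign. Folic acid transport in the mitral valve (0.903 to 1.26 over the 12 fits) missed it in 6 (1.12 without Ctrl L156, 0.982 without Ctrl L183, 1.09 without Ctrl L199, 1.06 without Ctrl L241, 1.15 without Ctrl L278, 0.903 without CHT L266). ECM organization in the aorta on Lard (0.878 to 1.23) missed it in 11 of 14 (1.00 without Ctrl L551, 1.01 without Ctrl L553, 0.913 without Ctrl L568, 1.02 without Ctrl L569, 0.974 without Ctrl L570, 1.01 without Ctrl L571, 0.880 without Lard L562, 1.01 without Lard L564, 0.878 without Lard L575, 0.963 without Lard L577, 0.904 without Lard L578). The cytokine genes in the aorta on Lard (0.443 to 0.712) gained it at 0.712 without Lard L576. For IR/CHT against CHT in the aorta, neutrophil degranulation (0.455 to 0.706), the inflammatory response (0.386 to 0.627) and neutrophil chemotaxis (0.543 to 0.877) gained it at their highest values, without IR/CHT L579. Differences near 0 changed sign. In the aortic valve on Lard, the inflammatory response (-0.185 to 0.0386) was 0.0386 without Lard L152, 0.0198 without Lard L173, and neutrophil degranulation (-0.103 to 0.0506) 0.0506 without Lard L152, 0.0129 without Lard L173. On IR/CHT in the aorta, the ephrin receptor genes (-0.0755 to 0.0323) were 0.0154 without Ctrl L552, 0.0323 without Ctrl L553, 0.000632 without IR/CHT L579, 0.00306 without IR/CHT L581, Wnt signaling (-0.0944 to 0.0430) 0.0430 without Ctrl L552, 0.00613 without Ctrl L569, 0.00105 without IR/CHT L581 and glucocorticoid metabolism (-0.117 to 0.0452) 0.00842 without Ctrl L551, 0.00605 without Ctrl L553, 0.0109 without Ctrl L568, 0.0452 without IR/CHT L579. Glucocorticoid metabolism in the aortic valve (-0.146 to 0.133) was 0.0616 without Ctrl L198, 0.133 without Ctrl L240, 0.0674 without Ctrl L277, 0.000261 without IR/CHT L174, 0.0401 without IR/CHT L178, 0.0539 without IR/CHT L194, 0.0707 without IR/CHT L236. Smooth muscle is a cell type list and not part of these 855 tests. In the aortic valve on CHT its difference (-0.0764 to 0.156) was -0.0494 without Ctrl L182, -0.0253 without Ctrl L198, -0.0307 without Ctrl L277, -0.0764 without CHT L151, -0.00991 without CHT L265.

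Among the 45 differences of cell type lists, 28 did not change. Over 250 values under other alternatives 12 missed and 5 gained the threshold, and 2 changed sign. Of 595 values without single libraries, 21 missed and 6 gained it, and 5 changed sign. Named genes were tested with DESeq2, with DESeq2's size factors and, in the valves, with the plate as a covariate. Of these genes, TNFSF8 in the aortic valve on Lard missed the threshold with the plate as a covariate (adjusted p = 0.0526, range 0.000464 to 0.0526) and BGLAP in the aorta on Lard passed it with DESeq2 (adjusted p = 0.00776, range 0.00776 to 0.0612), and the other 42 did not change. The other alternatives and leaving out libraries were not run gene by gene, but in the edgeR model of only the 2 groups compared no gene was called on Lard in the aorta or aortic valve, so that the named genes called on Lard lose their call in that model, while DESeq2 on the same groups (added) called 0.518 and 0.099. Some lists rest on few tested genes: 3 for glucocorticoid metabolism and 4 neutrophil genes in the aorta, and 2 for folic acid transport in the mitral valve, the only ones of that list found by symbol.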

Differences from the paper's values

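Tests of DESeq2 against a fold change of 1.5, and DESeq2 with a log2 fold change over 1.5, were run only after the counts of both sides had been seen. Each count below is compared with the paper's under the alternatives set before the data were examined and under the added ones. A count reaches the paper's here when the larger of the 2 is at most 1.5 times the smaller. No fit that left out 1 library reached the paper's value for any count of DEGs of 1 tissue below, and such fits were not run for shared DEGs or those of 1 tissue alone.

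On CHT, the number of DEGs in the aorta, written so that 2.863 stands for 2863 genes, was 2.863 against the paper's 1.102. None of the alternatives set before the data were examined closed the gap, while DESeq2 rules chosen after seeing the values did, with 1.589 and 1.541 at a log2 fold change over 1.5 (4 or 2 groups in the model) and 1.212 and 1.207 in the test against a fold change of 1.5. The aortic valve had 1833 DEGs against the paper's 612. Of the alternatives set before the data were examined, plate 1 alone (826) closed this gap and the others did not, and so did the test against a fold change of 1.5, chosen after seeing the values (648 with 4 and 595 with 2 groups). The mitral valve had 861 against the paper's 281, a gap closed by none of the alternatives set before the data were examined and by the test against a fold change of 1.5, chosen after seeing the values (360 and 353). For the tricuspid valve, 24 against the paper's 4, the gap was closed with only the 2 groups compared in the model (5), by no other alternative set before the data were examined, and by the test against a fold change of 1.5, chosen after seeing the values (6 and 5). The pulmonary valve had 23 against the paper's 6, and no alternative that was run closed the gap.

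On Lard, the aorta had 386 DEGs against the 76 that the paper's text gives for it. In Fig. 5D, read by eye, the tissue labels of the lard counts seem exchanged, and the paper's text was followed here. None of the alternatives set before the data were examined reached the paper's count, and the test of DESeq2 against a fold change of 1.5 with 2 groups, chosen after seeing the values, did (62). On IR/CHT, 5070 DEGs of the aorta stand against the paper's 2097. That gap was closed by none of the alternatives set before the data were examined, and by rules chosen after seeing the values: 2535 and 2552 at a log2 fold change over 1.5, and 2277 and 2295 in the test against a fold change of 1.5. For the aortic valve, 6587 stand against the paper's 3474, and plate 2 alone (3372) was the only alternative set before the data were examined that closed the gap, beside the rules chosen after seeing the values (4039, 4032, 3662 and 3569 in the same order). Between IR/CHT and CHT, 88 DEGs were found in the aorta against the paper's 15 and 3043 in the aortic valve against the paper's 602. No alternative set before the data were examined closed either gap, and the test against a fold change of 1.5, chosen after seeing the values, gave 15 and 18 in the aorta and 655 and 716 in the aortic valve, with 4 and 2 groups.

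The aorta and the aortic valve shared 1062 DEGs on CHT against the paper's 443, with 1801 against the paper's 659 in the aorta alone and 771 against the paper's 169 in the aortic valve alone. None of the alternatives set for these counts before the data were examined (DESeq2, its size factors, no filter on low counts, only the 2 groups compared and, in the valve, the plate as a covariate) closed these gaps, while each plate alone and 1 model of all tissues were not run for them, and the test of DESeq2 against a fold change of 1.5 with 2 groups, chosen after seeing the values, gave 0.993, 1.16 and 0.917 times the paper's counts. The aortic and mitral valves shared 682 against the paper's about 230 in Fig. 5B, read by eye, and the aorta and aortic valve on IR/CHT 2925 against the paper's about 1300 in Fig. 5C, read by eye. Again none of these alternatives set before the data were examined closed the gap, and that test, chosen after seeing the values, gave 1.18 and 1.03 times the paper's counts. On Lard, 1 gene was shared (TNFSF8) against the paper's about 0 in Fig. 5D, read by eye, and 0 with only the 2 groups compared and with the plate as a covariate, both set before the data were examined, as with the DESeq2 test chosen after seeing the values, but not under the others.

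Some statements of the paper differ from the values here in direction or extent. The paper counts platelet degranulation, angiogenesis and cell migration among the processes of the aorta alone on CHT, from enrichment among its own DEGs of the aorta only. Here, with other lists and more DEGs, 11 of 43 platelet degranulation genes and 13 of 36 genes for angiogenesis and cell migration were DEGs in the aortic valve. Both lists still rose more in the aorta. Within rabbits, the change in the aortic valve minus that in the aorta was -0.61 for platelet degranulation and -1.02 for angiogenesis and cell migration. The paper's discussion counts lipid biosynthesis and metabolism among the processes enhanced in the mitral valve on CHT. Here the genes of cholesterol biosynthesis, a part of these processes, fell in the mitral valve and in the aortic valve too. Folic acid transport is named for the mitral valve, while SLC46A1 was a DEG in the aortic valve too (log2 fold change 1.94). The folic acid transport genes also rose more in the aorta than in the aortic valve, which differed from it by -2.1 (exact permutation test within rabbits, adjusted p = 0.00947). According to the paper the lard diet did not promote inflammatory processes in the aorta, while the inflammatory score rose by 1.01 there (exact permutation test, adjusted p = 0.00631, 6 of 7 libraries above all Ctrl libraries).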

Other observations

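Among the tests here, the comparisons of library sizes and of group sizes and the tests of heart muscle in the aorta were chosen only after the result was seen.

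Other splits of the same libraries into groups of the same sizes show how often a count as large arises under other groupings. A split can still separate the treatments for the most part, with labels kept or exchanged, and its count is then not free of the treatment. The split with 411 DEGs for IR/CHT against CHT in the aorta held 2 of the 7 IR/CHT libraries in its first group and the others in its second. In the aorta, of 100 splits each, the real one included, 1 gave as many DEGs as CHT, 2 as many as Lard, 1 as many as IR/CHT and 3 as many as IR/CHT against CHT. In the aortic valve they numbered 4, 3, 1 and 1 of the 100 splits. For CHT they were 1 in the mitral, 1 in the pulmonary and 2 in the tricuspid valve. Counts of 0 are matched by every split: 100 of 100 for Lard in the mitral (253 genes at an unadjusted p under 0.05), 100 in the pulmonary (360) and 100 in the tricuspid valve (1200), 100 for IR/CHT against CHT in the tricuspid valve (1323), and 100 for the interaction of mitral and aortic valve on CHT (1816). For CHT in the aortic valve, the 3 other splits as large gave 2734, 2943 and 4784 DEGs, with 4, 5 and 3 plate 1 libraries among the 6 of the first group and 5, 4 and 6 among the 7 of the second, so that the largest of them followed the plates in part. The largest counts of other splits were 913 for Lard and 411 for IR/CHT against CHT in the aorta, 2333 for Lard in the aortic valve and 1333 for CHT in the tricuspid valve.

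More DEGs were found on IR/CHT than on CHT in the aortic valve (6587 against 1833). All CHT libraries of this tissue were on plate 1, and a difference between plates could add to the calls on IR/CHT. With plate 1 alone, 5249 genes were called on IR/CHT and 826 on CHT, which argues against the plate as the source of the excess. A larger library gives more calls, but the median total of the IR/CHT libraries was 0.971 times that of the CHT libraries, which argues against library size. In the aorta the counts were 5070 and 2863, all on plate 2. The groups held 7 and 6 rabbits, but with 1 IR/CHT library left out, at least 5990 genes were called in the aortic valve and 4390 in the aorta, which argues against the number of rabbits. An effect of irradiation stays open as a hypothesis.

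Between IR/CHT and CHT in the aorta, 10 of the 88 DEGs were genes of the 2 heart muscle lists, 10 of them among the 24 that were higher. Heart muscle in a few aorta libraries may account for these 10 genes. With the score of the other heart muscle genes as a covariate, an added alternative, 1 gene was called (1626 genes at an unadjusted p under 0.05), 1 of the 78 on neither list, of which 78 kept their direction and 77 an unadjusted p under 0.05. For these 78, heart muscle and an effect of irradiation cannot be told apart, because the count fell nearly as far without single libraries (to 2 without CHT replicate L560). Over the 27 aorta libraries, the scores of the 2 muscle lists had a Pearson correlation of 0.855 (two-sided permutation p = 9e-05, adjusted p = 0.000109 over 23 relations) and a Spearman correlation of 0.499, and without the 2 libraries farthest from the median Pearson's r was 0.340, while with each score centred on its group mean r was 0.891 and, without 2 libraries, 0.688. MYH7 reached 2120 CPM in 1 IR/CHT library of the aorta.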
